# Insecticide Resistance Mechanisms in the Green Peach Aphid *Myzus persicae* (Hemiptera: Aphididae) I: A Transcriptomic Survey

**DOI:** 10.1371/journal.pone.0036366

**Published:** 2012-06-07

**Authors:** Andrea X. Silva, Georg Jander, Horacio Samaniego, John S Ramsey, Christian C. Figueroa

## Abstract

**Background:**

Insecticide resistance is one of the best examples of rapid micro-evolution found in nature. Since the development of the first synthetic insecticide in 1939, humans have invested considerable effort to stay ahead of resistance phenotypes that repeatedly develop in insects. Aphids are a group of insects that have become global pests in agriculture and frequently exhibit insecticide resistance. The green peach aphid, *Myzus persicae*, has developed resistance to at least seventy different synthetic compounds, and different insecticide resistance mechanisms have been reported worldwide.

**Methodology/Principal Findings:**

To further characterize this resistance, we analyzed genome-wide transcriptional responses in three genotypes of *M. persicae*, each exhibiting different resistance mechanisms, in response to an anti-cholinesterase insecticide. The sensitive genotype (exhibiting no resistance mechanism) responded to the insecticide by up-regulating 183 genes primarily ones related to energy metabolism, detoxifying enzymes, proteins of extracellular transport, peptidases and cuticular proteins. The second genotype (resistant through a *kdr* sodium channel mutation), up-regulated 17 genes coding for detoxifying enzymes, peptidase and cuticular proteins. Finally, a multiply resistant genotype (carrying *kdr* and a modified acetylcholinesterase), up-regulated only 7 genes, appears not to require induced insecticide detoxification, and instead down-regulated many genes.

**Conclusions/Significance:**

This study suggests strongly that insecticide resistance in *M. persicae* is more complex that has been described, with the participation of a broad array of resistance mechanisms. The sensitive genotype exhibited the highest transcriptional plasticity, accounting for the wide range of potential adaptations to insecticides that this species can evolve. In contrast, the multiply resistant genotype exhibited a low transcriptional plasticity, even for the expression of genes encoding enzymes involved in insecticide detoxification. Our results emphasize the value of microarray studies to search for regulated genes in insects, but also highlights the many ways those different genotypes can assemble resistant phenotypes depending on the environmental pressure.

## Introduction

Insecticide resistance is one of the best examples of micro-evolution, or evolution occurring on an ecological time scale [1]–[3]. The study of insecticide resistance is important, both because it leads to a better understanding of evolutionary mechanisms operating in real time, and because of its economic relevance. The development of insecticide resistance in pest insects has been an increasing problem for agriculture, forestry and public health [4], [5]. Agricultural practices usually include the systematic application of a wide array of active compounds at variable dosages and frequencies, which represent a wide range of selective regimes. Therefore, identifying the molecular and genetic adaptations responsible for insecticide resistance will offer new opportunities for developing pest management strategies.

The study of insecticide resistance makes it possible to classify adaptations into three main mechanisms: (i) reduction of insecticide uptake, by reducing the permeability of insect cuticle [6]–[8], (ii) detoxification, through alteration in the levels or enzyme activities that degrade or sequester insecticides [1], [7], [9]–[11] and, (iii) insensitivity due to point mutations in genes encoding for proteins that are the target site of insecticides [12]–[14]. Functional genomics tools have recently been used to disentangle the genetic basis of pesticide resistance in arthropods [15]–[23]. Such studies have shown that insecticide resistance is more complex than previously thought, being mediated by multigenic systems that involve large parts of the insect genomes [10], [18], [24].

Aphids (Hemiptera: Aphididae) are widely distributed herbivorous insects accounting for more than 4,300 described species [25]–[27]. Approximately 100 aphid species have successfully exploited agro-ecosystems to become economically important pests, of whom ∼20 have developed at least one known insecticide resistance mechanism [28], [29]. The peach green aphid, *Myzus persicae*, of Palearctic origin, is a cosmopolitan aphid species responsible of important economic losses [26], [30], [31]. Is a highly polyphagous, feeding on more than 50 plant families [30], [32], causing losses to agroindustrial crops (including potato, sugar beet and tobacco), horticultural crops (including plants of Brassicaceae, Solanaceae and Cucurbitaceae families) and stone fruits (peach, apricot, and cherry, among others). *M. persicae* was introduced into Chile with crop plant species [33], and is presently categorized as one of the three most important agricultural pests in this country [34].

*M. persicae* exhibits a striking capacity for rapid adaptation to insecticides, developing resistance to more active compounds than any other known insect [26], [35]. Six distinct insecticide resistance mechanisms mediating different levels of insensitivity, have been described for the species: (i) Modified acetylcholinesterase (MACE), which confers resistance to organophosphates and carbamate insecticides [36]–[39], (ii) *kdr* and *super kdr* mutations in a voltage-gated sodium channel, which is the target of pyrethroids and organochlorines [40]–[42], (iii) the mutation of the GABA receptor, *rdl,* which is target of organochlorines of the cyclodiene type [43], [44], (iv) the recently described mutation of a key residue in the loop D region of a nAChR b1 subunit [45], (v) the over-production of esterases E4 or FE4 confers resistance to organophosphates, pyrethroids and to a lesser extent carbamates [46]–[51], and (vi) the recently described over-production of a cytochrome P450 confers resistance to neonicotinoids [16], [45], [52].

In Chile, *M. persica*e has been chemically controlled by the application of almost all classes of insecticides, including neonicotinoids, pyrethroids, organophosphates and carbamates. Pirimicarb, an anti-cholinesterase insecticide, is the most frequently used since the last five years. However, little is known about the insecticide resistance mechanisms of *M. persicae* in Chile. For instance, esterase-mediated resistance (E4/FE4) has been found in *M. persicae* on sugar beet crops (*Beta vulgaris*), with phenotypes ranging from R1 (moderately resistant) to R3 (highly resistant) [53]–[55] In contrast, on tobacco (*Nicotiana tabacum*) only a single and widely distributed clone has been reported, which exhibits a R1 phenotype for esterases and susceptibility at the site of the *kdr* mutation [56].

Transcriptomics is an extremely useful approach for the identification of new genes and gene functions related to insecticide resistance [57]. DNA microarrays, one of the most powerful and versatile transcriptomic techniques, make it possible to compare expression profiles for hundreds or thousands of genes simultaneously, thereby linking the study of static genomes to dynamic proteomes [58]. Although the genome of *M. persicae* has not been sequenced yet, genomic resources are available for this species [24], [59]. Recently, two studies have targeted the identification of insecticide resistance mechanisms in *M. persicae* using genomic resources in an integrated fashion [16], [45]. In both cases the focus was on discovering the mechanisms responsible for the neonicotinoid resistance, comparing patterns of gene expression between susceptible and resistant aphid clones [16], [45]. Following this methodology, one can identify new genes involved in insecticide resistance in populations, but it is not possible to detect the full potential of a species to evolve in response to insecticides.

In the current study, we took advantage of the recent advances in aphid genomics to examine the transcriptional responses in three genotypes of *M. persicae* exposed to pirimicarb at the whole-genome level. This approach allowed the comparison of the expression profiles in genotypes carrying different resistance mutations, thereby identifying new genes and mechanisms that are the target of selection.

## Results

### Insecticide Resistance Characterization

Thirty-two *M. persicae* genotypes were evaluated constitutive carboxylesterase activity (EST activity), which is indicative of the number of copies for E4/FE4 carboxylesterase genes [60]. EST activity was low for the 32 genotypes evaluated. Indeed, all genotype assayed were “susceptible” according to the classification of Devonshire et al. (1992) [61]. However, broad-sense heritability of EST activity was significant (H^2^ = 0.61; F_31,274_ = 15.8, P<0.0001), indicating a larger variation among than within genotypes, which validates the use of this variable in the selection of experimental lineages.

By characterizing the genetic makeup of insecticide resistance mutations (IRM), the 32 genotypes were grouped into three categories. Twenty-one genotypes did not carry any IRM and were labeled as sensitive (i.e. S genotypes). From this group, genotype 13A (hereafter S) exhibited the lowest level of EST activity and was selected for microarray experiments. Nine genotypes were heterozygous for *kdr*, carrying no MACE or *super-kdr* mutations, and were labeled as simple resistant (i.e. SR genotypes). From this group, genotype 26A (hereafter SR) was selected due to its intermediate EST activity. Finally, two genotypes were heterozygous for both *kdr* and MACE mutations and were labeled as multiple resistant (i.e. MR genotypes). From this group, genotype 16A (hereafter MR) was chosen due to its higher levels of EST activity. No other IRM combinations were found.

We found a significant link between the genetic constitution for IRM and the susceptibility of genotypes to insecticide, estimated from insecticide tolerance bioassays. The genotype S showed the lowest lethal dose values for pirimicarb, which results in increased susceptibility (LC_50_ = 9.27 ppm±0.13 EE), followed by genotype SR (LC_50_ = 11.44 ppm±0.22 EE); and genotype MR (LC_50_ = 407.45 ppm±0.13 EE). Descriptive characterizations of the three genotypes selected are presented in Table 1.

**Table 1:** Characterization of the *Myzus persicae* genotypes selected for microarray experiments.

Genotype	MACE	*kdr*	*s.kdr*	EST activity*	LC_50_ pirimicarb (CI 95%)
S	SS	SS	SS	0.150±0.03	9.27 (7.2–11.8)
SR	SS	SR	SS	0.207±0.01	11.44 (9.4–14.1)
MR	SR	SR	SS	0.291±0.02	407 (153–3965)

* (U aphid-equiv. ^−1^) ± SE.

### Microarray Experiments

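Pirimicarb is a carbamate, an insecticide that inhibits acetylcholinesterase. The treatment was a spray of 1 ml at 20 ppm in acetone plus water, and the control was a spray of water. The paper names acetone for the insecticide spray only, so an effect of acetone cannot be told apart from one of pirimicarb. Aphids alive after 24 hours were frozen. Each RNA extract came from about 40 aphids. On each array, RNA of insecticide-treated aphids and RNA of water-treated aphids of the same genotype were hybridized together, one labelled with Cy3 and the other with Cy5. A total of 8 arrays was used, 3 for S (replicates A, B and C), 2 for SR (replicates A and B) and 3 for MR. The paper counts 3 biological replicates for MR. The sample labels describe 1 of the 3 MR arrays as a technical repeat of replicate A, so both arrays of replicate A were averaged first and MR has n = 2 here. One label of S replicate A gives its genotype as SR, whereas its other labels and the number of arrays per genotype in the paper give S, and it was used as S. The insecticide-treated RNA carried Cy5 in replicate A of each genotype and in S replicate C, and Cy3 in replicate B of each genotype.
The authors deposited the scanner's intensities of every spot in both channels, before normalization, and a table of their own limma results for each genotype. Of the 15744 features per array, 1116 were control features. The other 14628 were probes for 10489 contigs (the assembled sequences that the paper calls unigenes), with at most 2 probes per contig. The median signal on an array was between 42.0 and 117 times the median background in the Cy3 channel and between 29.1 and 53.4 times in the Cy5 channel. Between 87.1% and 93.4% of the features of an array were well above background in both channels, and 0 spots were saturated. The number of arrays per genotype limits the precision of the ratios.
Here the background was corrected with limma's normexp method (offset 50), each array was normalized by loess with control features given no weight, and spots marked as outliers by the scanner software (0 to 30 per array) were left out. Each log2 ratio is insecticide over water, turned by the dyes, so a positive value is a higher signal after pirimicarb. One linear model per genotype was fitted with lmFit and eBayes, as in the paper. A contig was counted when at least 1 of its probes had a log2 ratio above 1, or below -1, at an unadjusted P under 0.05, which are the paper's thresholds. The log2 ratio given for a contig is the mean of its probes, with the SD over replicates. Where no array of a genotype had a contig well above background in the water-treated channel, the fold change is given as a lower bound against the lowest signal that was well above background, and these bounds are open to dye bias since the dyes were not balanced in S. A ratio within an array shows only that one contig changed relative to the others.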

Microarray experiments were performed in order to study the transcriptome responses in three *M. persicae* genotypes (S, SR and MR) subjected to a dose of pirimicarb. 

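The log2 ratios of the 14628 probes were compared between arrays. Between replicates of the S genotype, the correlation over probes was 0.29 for A and B, 0.30 for A and C and 0.48 for B and C. Between both SR replicates it was 0.08. In the MR genotype, the arrays of replicate A correlated at 0.98 with each other, but the first of them correlated at -0.55 with replicate B. Across genotypes, the values ranged from -0.47, between S replicate A and both MR arrays of replicate A, to 0.39, between S replicate A and SR replicate A. Arrays of different genotypes were therefore in some cases closer to each other than arrays of 1 genotype. Probes of an array are not independent replicates, and no P value is attached to these correlations.
The difference in response between genotypes was tested in one limma fit of all 7 replicates, with Benjamini-Hochberg adjustment over probes. No contig reached an adjusted p of 0.05 in this limma test. The test was also run on simulated data, with probes of each genotype changed by a log2 ratio of 2 in size. After adjustment it recovered 26.6% of the differences between S and SR, 26.9% between S and MR and 23.5% between SR and MR. A count of 0 therefore does not show that the responses were alike. Between S and SR, 0 contigs were called, the lowest adjusted p was 0.972 and 477 probes had an unadjusted P under 0.05. Between S and MR, 0 contigs were called, the lowest adjusted p was 0.0603 and 570 probes passed unadjusted. Between SR and MR, 0 contigs were called, with a lowest adjusted p of 0.0606 and 240 probes unadjusted. With the 3 MR arrays taken as separate replicates, as the paper counts them, 35 contigs differed between S and MR and 2 between SR and MR.

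**Figure D1:**
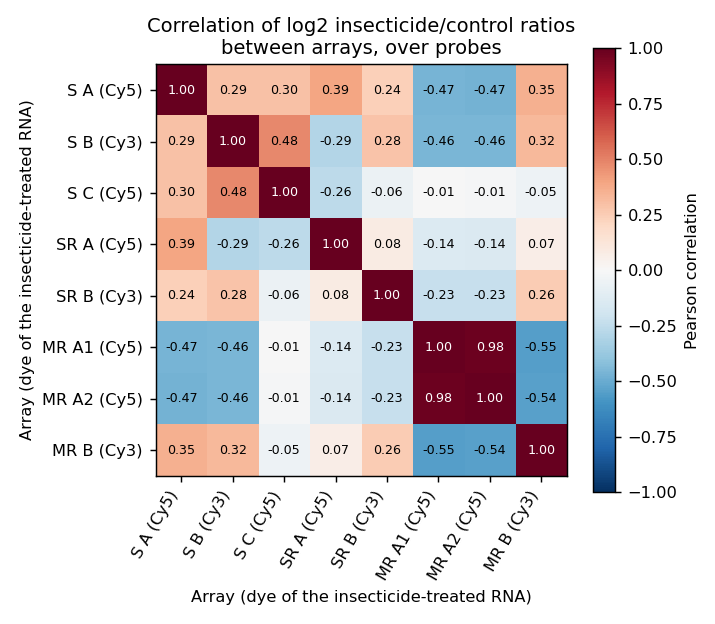
Pearson correlation over probes of the log2 insecticide/control ratios for every pair of the 8 arrays. Both axes list the arrays by genotype, replicate and the dye of the insecticide-treated RNA, and the colour runs from -1 (blue) to 1 (red). The highest value off the diagonal is 0.98, between the MR arrays of replicate A, and the lowest is -0.55, between the first of these and MR replicate B.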

Microarray analysis detected a high variation in transcriptional responses among genotypes. Global gene expression changes are shown in Figure 1 in the form of volcano plots, with threshold of 2-fold-change and a significance threshold of p<0.05. Thus, 183, 17 and 7 genes were significantly up-regulated in S, SR and RM genotypes, respectively. (see Table S1 for the full list of up-regulated genes). 

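Of the 14628 probes, 731 would have an unadjusted P under 0.05 by chance alone. In S, 2614 probes of 2186 contigs were below this threshold, against 296 probes of 248 contigs in SR and 93 probes of 63 contigs in MR. After Benjamini-Hochberg adjustment of the limma P values, 0 contigs remained under 0.05 in each genotype. The lowest adjusted p was 0.209 in S (n = 3), 0.9998 in SR (n = 2) and 0.413 in MR (n = 2). In the authors' deposited tables, 0 contigs had an adjusted p under 0.05 as well, for all 3 genotypes. On simulated data with 200 changed probes, the fit for S recovered 77.0% of them after adjustment, whereas the fits for SR and MR recovered 0%. The simulated replicates varied independently. In the real MR data, the first array of replicate A correlated at -0.55 with replicate B. With an intensity trend and robust eBayes, the real MR arrays gave 35 contigs at an adjusted p under 0.05 (limma). The simulated 0% therefore does not settle what the MR arrays could show. The median log2 ratio of all probes was between -0.025 and 0.044 in every genotype and scaling tried.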

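In the arrays as analysed here, 198 contigs (250 probes) were past both thresholds and up-regulated in S, 18 contigs (24 probes) in SR and 2 contigs (2 probes) in MR. All replicates had a ratio above 0 in 195 of the 198 contigs in S, in 18 of 18 in SR and in 2 of 2 in MR. Of the 198 contigs in S, 89 had 2 probes, and both probes passed for 52 of these. From the lists of Table S1, 179 of the 183 contigs for S, 16 of the 17 for SR and 1 of the 7 for MR were called here. Relative to its size, the count that moved most with the processing was the one for MR. It was 7, and included all 7 contigs of Table S1, when the 3 MR arrays were treated as separate replicates.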

Interestingly, the number of down-regulated genes was inverse to the number of up-regulated genes in each genotype. Thus, 17, 28 and 78 genes were significantly down-regulated in S, SR and RM genotypes, respectively. 

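Up-regulated contigs made up 92.1% of the contigs past both thresholds in S, 13.2% in SR and 3.2% in MR. In SR this share depended on the scaling, and was 39.1% with plain background subtraction and 31.0% with median centring in place of loess. In S, it was 79.0% with plain background subtraction and 70.2% with the scanner software's processed signals. In MR, the share was 12.5% with plain background subtraction and 16.0% with an intensity trend and robust eBayes. It also depended on single replicates, with 50.0% in SR without replicate A, and 24.5% and 32.7% in MR without replicates A and B. With the sign of MR replicate A or B turned, settings chosen after the data were examined, it was 46.9% or 53.1% in MR.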

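The down-regulated contigs past both thresholds numbered 17 (18 probes) in S, 118 (139 probes) in SR and 61 (91 probes) in MR, with a ratio below 0 in every replicate in all of them. Among these, the largest decreases in S were in contig 4286, with a log2 ratio of -2.31 ± 1.07 (SD, n = 3), contig 6387, with -2.22 ± 0.50, and contig 4777, with -1.83 ± 0.92. In SR, contigs 1540, 5219 and 9818 decreased most, with log2 ratios of -2.71 ± 2.58, -2.65 ± 2.64 and -2.61 ± 2.55 (SD, n = 2). The spread is as large as the change because the values were -4.54, -4.52 and -4.42 in replicate A against -0.89, -0.78 and -0.81 in replicate B. In MR, contig 10034 had a log2 ratio of -3.64 ± 0.19 and contig 255 of -3.56 ± 0.32 (SD, n = 2). Contig 10034 was not well above background in insecticide-treated aphids on most MR arrays. The size of its decrease and its rank against contig 255 are therefore not settled. Leaving out single replicates changed these counts. In S, the count was 27 without replicate A, 42 without B and 46 without C. In SR, it was 10 without replicate A and 785 without B, and in MR 349 without replicate A and 707 without B, in fits where the lone replicate is assumed to vary like the other genotypes.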

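The 3 largest increases in S among contigs past both thresholds that rose in every replicate were found for troponin c (contig ID 1217), with a log2 ratio of 3.00 ± 2.12 (SD, n = 3), an asparagine synthetase (contig ID 6679), with 2.52 ± 2.10, and flightin (contig ID 2627), with 2.49 ± 2.12. Their order differed between replicates. Troponin c and flightin rose least in replicate A, with 0.69 and 0.07, and most in replicate C, with 4.85 and 4.05, whereas asparagine synthetase rose most in replicate A, with 4.74, and least in replicate B, with 0.57. Troponin c no longer passed without replicate B (2.77), flightin without replicate B (2.06) or C (1.71), and asparagine synthetase without replicate C (2.66). Over the 183 contigs of the S list of Table S1, the mean log2 ratio of each contig lay between 0.73 and 3.00, and 182 contigs rose in all 3 replicates. Adjusted over the list alone, all 183 had an adjusted p under 0.05 in limma, with a lowest value of 0.0101, whereas 0 passed when adjusted over all probes. The list was chosen on these same arrays, so the first of these counts is not independent evidence.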

Of the 183 up-regulated genes found in S genotype, 151 had known functions and 51 are potential candidates for being involved in insecticide resistance, including genes encoding for *abc* transporters, heat shock proteins, cathepsins, cuticle proteins, cytochrome P450s, a carboxylesterase E4/FE4 and glutathione-S-transferases, among others (see some of these genes in Table 2). 

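Among contigs past both thresholds in SR, the 3 largest increases were found for contig 8424, with a log2 ratio of 1.47 ± 0.56 (SD, n = 2), described in Table S1 as an unknown protein, a cytochrome P450 (contig ID 2519), with 1.47 ± 0.02, and a protoheme ix farnesyltransferase (contig ID 9124), with 1.41 ± 0.81. Contig 9124 was well above background in the water-treated channel on 1 of the 2 arrays. A contig described as zinc mym domain containing 1 (contig ID 2558) increased by 1.30 ± 0.06. All of these passed both thresholds in SR. Of the 9 single contigs followed through the alternatives in SR, 0 stayed past the thresholds without replicate A and 4 without replicate B.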

Of the 17 up-regulated genes in the SR genotype, 12 have known functions and are potentially involved in insecticide resistance, including heat shock proteins, cathepsins, cuticle proteins and cytochrome P450s (Table 3). 

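The only contigs past both thresholds and up-regulated in MR were a yellow protein (contig ID 6351), with a log2 ratio of 2.44 ± 2.80 (SD, n = 2), and contig 5819, with 1.80 ± 2.26. The increase of contig 6351 came from replicate A, with 4.54 and 4.30 on its 2 arrays, against 0.45 in replicate B. The arrays of SR replicate A and MR replicate A, on which its Cy5/Cy3 ratio was highest, were also those on which the spike-in RNAs were highest in Cy5. The increase of contig 5819 came from replicate B, with 3.39, against 0.20 on both arrays of replicate A. The contig described in Table 4 as histone h3 methyltransferase (contig ID 6961) had a log2 ratio of 0.93 ± 0.62 and a eukaryotic translation initiation factor 4 (contig ID 2227) of 0.85 ± 0.79, and neither passed the thresholds with n = 2. Both passed when the 3 MR arrays were treated as separate replicates.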

Finally, of the 7 up-regulated genes in the MR genotype, 3 have unknown functions while the other 4 genes included a histone h3 methyltransferase and a guanine nucleotide-binding protein (Table 4).

**Figure 1:**
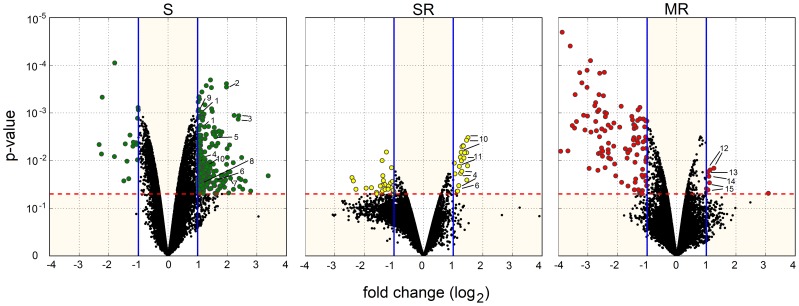
Transcriptional responses in three *Myzus persicae* genotypes (S, SR and MR) subjected to a pirimicarb. Volcano plots for each genotype show the log_2_ fold change (x axis) and the statistical significance (*y* axis) between the controls and treatments. Vertical lines indicate 2-fold expression difference in either direction (−1>log2FC>1). Horizontal line indicates significance threshold (P<0.05). Statistical analysis is based on a Bayesian inference using a lineal model, and reflects both biological and technical replications. Genes showing both 2-fold differential expression and a significant P value are colored. Not all labels appear in the S, SR and MR volcano plot in order to preserve readability (see Table 2 and supporting material for a full listing of significantly over-expressed genes). Gene abbreviations: 1, *glutathione s-transferase*; 2, *cytochrome p450 family CYP6CYP3*; 3, *carboxylesterase type FE4*; 4, *cathepsin b*; 5, *cytochrome p450 family CYP6*; 6, *cuticle protein*; 7, *salivary peptide*; 8, *ABC transporter*; 9, *glucose transporter*; 10, *cytochrome p450*; 11, *heat shock protein 70*; 12, *heterotrimeric guanine nucleotide-binding protein*; 13, *histone h3 methyltransferase*, 14, *eukaryotic initiation factor*; 15, *unknown protein*.

**Table 2:** Selected genes identified by microarray as significantly up-regulated in S (sensitive) genotype in response to pirimicarb.

Description	Hit Description	Log_2_ FC	Contig ID	Probe name
heat shock protein 70	gi|193647903|ref|XP_001945786.1	2,.9	6029	M_persicae6029a
heat shock protein 70	gi|193647903|ref|XP_001945786.1|	2.20	8669	M_persicae8669a
heat shock protein 70	gi|193688192|ref|XP_001951386.1|	1.03	15349	M_persicae15349a
carboxylesterase esterase fe4	gi|544256|sp|P35502.1|	2.39	9215	M_persicae9215a
carboxylesterase esterase E4	gi|544255|sp|P35501.1|	2.30	720	M_persicae720a/b
carboxylesterase esterase E4	gi|544255|sp|P35501.1|	1.42	4586	M_persicae4586a
Esterase	gi|544255|sp|P35501.1|	2.04	3118	M_persicae3118a/b
glutathione s-transferase	gi|193636685|ref|XP_001946604.1|	1.13	1196	M_persicae1196a
glutathione s-transferase	gi|193636685|ref|XP_001946604.1|	1.09	4744	M_persicae4744a
cytochrome p450 cyp6ax1	gi|193598913|ref|XP_001943150.1|	1.05	3931	M_persicae3931b
cytochrome p450 cyp6ax1	gi|193671582|ref|XP_001952450.1|	1.05	6957	M_persicae6957a
cytochrome p450 cyp6ax1	gi|193657143|ref|XP_001948488.1|	1.61	5173	M_persicae5173a
cytochrome p450 cyp6ax1	gi|193657143|ref|XP_001948488.1|	1.97	497	M_persicae497a/b
cytochrome p450	gi|193599086|ref|XP_001945361.1|	1.04	1528	M_persicae1528b
cytochrome p450 cyp6ax1	gi|193657145|ref|XP_001948581.1|	1.40	3798	M_persicae3798a/b
cytochrome p450 cyp6ax1	gi|193587097|ref|XP_001948421.1|	1.29	9095	M_persicae9095a
cytochrome p450 cyp6ax1	gi|193657145|ref|XP_001948581.1|	1.23	9584	M_persicae9584a
cytochrome p450 cyp6ax1	gi|193657145|ref|XP_001948581.1|	1.73	3799	M_persicae3799a
cytochrome p450 cyp6ax1	gi|193657143|ref|XP_001948488.1|	1.14	749	M_persicae749a/b
aldehyde dehydrogenase	gi|193617714|ref|XP_001949972.1|	1.37	2450	M_persicae2450b
cathepsin b–n	gi|51947600|gb|AAU14266.1|	1.49	256	M_persicae256a/b
cathepsin b–n	gi|51947600|gb|AAU14266.1|	1.26	254	M_persicae254a/b
cathepsin b	gi|161343867|tpg|DAA06114.1|	1.10	3004	M_persicae3004a
cathepsin b	gi|161343867|tpg|DAA06114.1|	1.09	3002	M_persicae3002b
cathepsin b–n	gi|193654855|ref|XP_001943173.1|	1.04	6594	M_persicae6594a
abc transporter	gi|193664711|ref|XP_001950287.1|	1.15	1560	M_persicae1560a/b
abc transporter	gi|193636433|ref|XP_001950956.1|	1.14	7913	M_persicae7913a
abc transporter	gi|193664711|ref|XP_001950287.1|	1.19	2478	M_persicae2478b

**Table 3:** Selected genes identified by microarray as significantly up-regulated in SR (simple resistant) genotype in response to pirimicarb.

Description	Hit Description	Log_2_ FC	Contig ID	Probe name
heat shock protein 70	gi|193647903|ref|XP_001945786.1|	1.36	6029	M_persicae6029a
heat shock protein 70	gi|193647903|ref|XP_001945786.1|	1.21	8669	M_persicae8669a
cytochrome p450	gi|193713785|ref|XP_001947768.1|	1.47	2519	M_persicae2519a/b
cytochrome p450	gi|193657315|ref|XP_001944487.1|	1.20	1504	M_persicae1504a/b
cathepsin b	gi|161343867|tpg|DAA06114.1|	1.06	3002	M_persicae3002b
cathepsin b	gi|51947600|gb|AAU14266.1|	1.20	256	M_persicae256a/b
cathepsin b	gi|161343867|tpg|DAA06114.1|	0.99	6891	M_persicae6891a
cuticular protein	gi|240848841|ref|NP_001155592.1|	1.13	10027	M_persicae10027a
cuticular protein	gi|193647875|ref|XP_001945170.1|	1.00	4497	M_persicae4497a
nonstructural protein ns-1	gi|33235700|ref|NP_874376.1|	1.26	3321	M_persicae3321a/b
protoheme ixfarnesyltransferase	gi|15617066|ref|NP_240279.1|	1.46	9124	M_persicae9124a
zinc mym domain	gi|193704454|ref|XP_001951785.1|	1.32	2558	M_persicae2558a/b

**Table 4:** Selected genes identified by microarray as significantly up-regulated in MR (multiple resistant) genotype in response to pirimicarb.

Description	Hit Description	Log_2_ FC	Contig ID	Probe name
yellow protein	gi|193683309|ref|XP_001945133.1|	3.09	6351	M_persicae6351a
guanine nucleotide-binding proteinsubunit beta 1	gi|193596402|ref|XP_001947878.1|	1.19	1180	M_persicae1180a/b
histone h3 methyltransferase	gi|193683706|ref|XP_001947040.1|	1.06	6961	M_persicae6961a
eukaryotic translation initiation factor 4 3	gi|193657071|ref|XP_001945066.1|	1.09	2227	M_persicae2227b

In order to validate the microarray profiles, the transcriptional changes for seven up-regulated genes were studied by RT-qPCR in all the three genotypes, using RNA obtained from new biological replicates. Additionally, transcriptional profiles of three differentially expressed genes were validated using the same RNA samples used for microarray experiments. 

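For these 3 genes (contigs ID 6029, 720 and 497), the RT-qPCR values of Table S2 on the RNA used for the arrays were set beside the array log2 ratios computed here. Across the 9 pairs of gene and genotype, Spearman's rho was 0.82 (exact permutation test, two-sided, p = 0.0108, adjusted p = 0.0158 over the 9 relations computed with these values) and Pearson's r was 0.80 (exact permutation test, p = 0.0101, adjusted p = 0.0167). For the heat shock protein 70 contig 6029, the array gave 2.48 in S, 1.35 in SR and -0.13 in MR, and the paper's RT-qPCR values are 1.78, 1.38 and -0.16. For the esterase contig 720, the array gave 2.30, 0.15 and -0.23, beside the paper's 1.67, 0.25 and -0.32. For the cytochrome P450 contig 497, the array gave 1.96 in S and 0.24 in SR, beside the paper's 1.46 and 0.16. In MR, the same contig was at 0.30 on the arrays and at -1.98 in the paper's RT-qPCR. The 3 values of a gene share that gene, so the 9 pairs are not fully independent.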

Comparisons of gene expression between the two techniques are shown in Figure 2 (r = 0.67; P<0.01; Spearman correlation coefficient) and gene expression results for both methodologies are listed in Table S2.

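Over the 30 pairs of gene and genotype in Table S2, the array log2 ratios computed here and the paper's RT-qPCR values gave a Spearman's rho of 0.67 (permutation test, two-sided, p = 7e-05) and a Pearson's r of 0.59 (permutation test, p = 0.00057). A total of 9 such relations was computed, and after Benjamini-Hochberg adjustment over them the permutation p was 0.000585 for rho and 0.00387 for r. The 9 pairs measured on the RNA used for the arrays repeat the array values of pairs on new RNA. The 30 pairs are therefore not independent, although the permutation test treats them as if they were. Without the 2 points farthest from the median of the array values, contig 256 in MR and contig 6029 in S on new RNA, rho was 0.63 and r was 0.58, where the point of contig 6029 in S on the array RNA, with the same array value, was kept. Over the 21 pairs measured on RNA from new biological replicates, rho was 0.61 (permutation test, p = 0.00383, adjusted p = 0.00689) and r was 0.54 (permutation test, p = 0.00779). Within a genotype, over the 7 genes measured on new RNA, rho was 0.89 in SR (exact permutation test, p = 0.0123, adjusted p = 0.0158), 0.07 in S (exact permutation test, p = 0.906) and -0.34 in MR (exact permutation test, p = 0.458). The pooled relation over new RNA therefore did not hold within S and MR. In MR, the cathepsin B contig 256 fell by 3.40 on the log2 scale on the arrays and the paper's RT-qPCR value is -0.36. The new RNA was taken at other times after spraying than the RNA used for the arrays, and from fewer aphids per extract. Comparisons with new RNA therefore do not isolate the method of measurement.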

**Figure 2:**
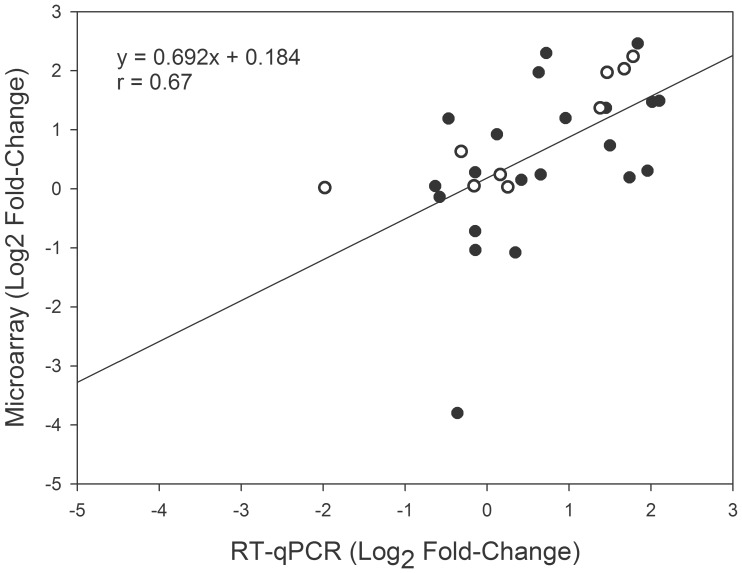
Correlation of gene expression changes measured using DNA microarray analysis and quantitative reverse transcription PCR (RT-qPCR). The average log2 fold-change values were used, and each point represents the gene expression in a genotype. Open circles correspond to expression using in RT-qPCR the same RNA samples as were used for microarray experiments. Black circles correspond to expression in RT-qPCR experiments using RNA that was obtained from new biological replicates. Spearman correlation coefficient (r) is shown in the graph.

### Annotation and Gene Ontology Analysis

A total of 97 sequences of 183 up-regulated genes in the S genotype were annotated. Gene Ontology (GO) graphs were constructed using percentages of 2^nd^ level GO terms and presented in Figure 3 under biological processes (BP) and molecular functions (MF). GO analysis revealed the participation of 69 putative proteins in 14 BP (Figure 3A). Among them, metabolic processes were the most represented with 49 gene products (25%) involved in primary metabolic processes (protein localization, carbohydrate and lipid biosynthetic and catabolic process, ATP and nucleotide biosynthetic process), cellular metabolic process (including the generation of precursors metabolites and energy) and oxidation reduction processes among others. The second largest represented group corresponded to putative proteins encoded by 40 genes (21%) and involved in cellular processes such as organelle organization, actin filament-based processes, microtubule-based processes, cell division, cytoplasm organization and cell communication. Under the category of molecular functions (MF), 88 gene products were involved in 6 different activities (some in more than one category) (Figure 3B). Most sequences (60 gene products) were related to catalytic activity; among them, the 44% corresponded to hydrolase activity (GO terms associated with *esterase* and *cathepsins*), 26% to transferase activity (GO terms associated with *glutathione-S-transferase*) and 16% to oxidoreductase activity (GO terms associated with *cytochrome P450s*).

**Figure 3:**
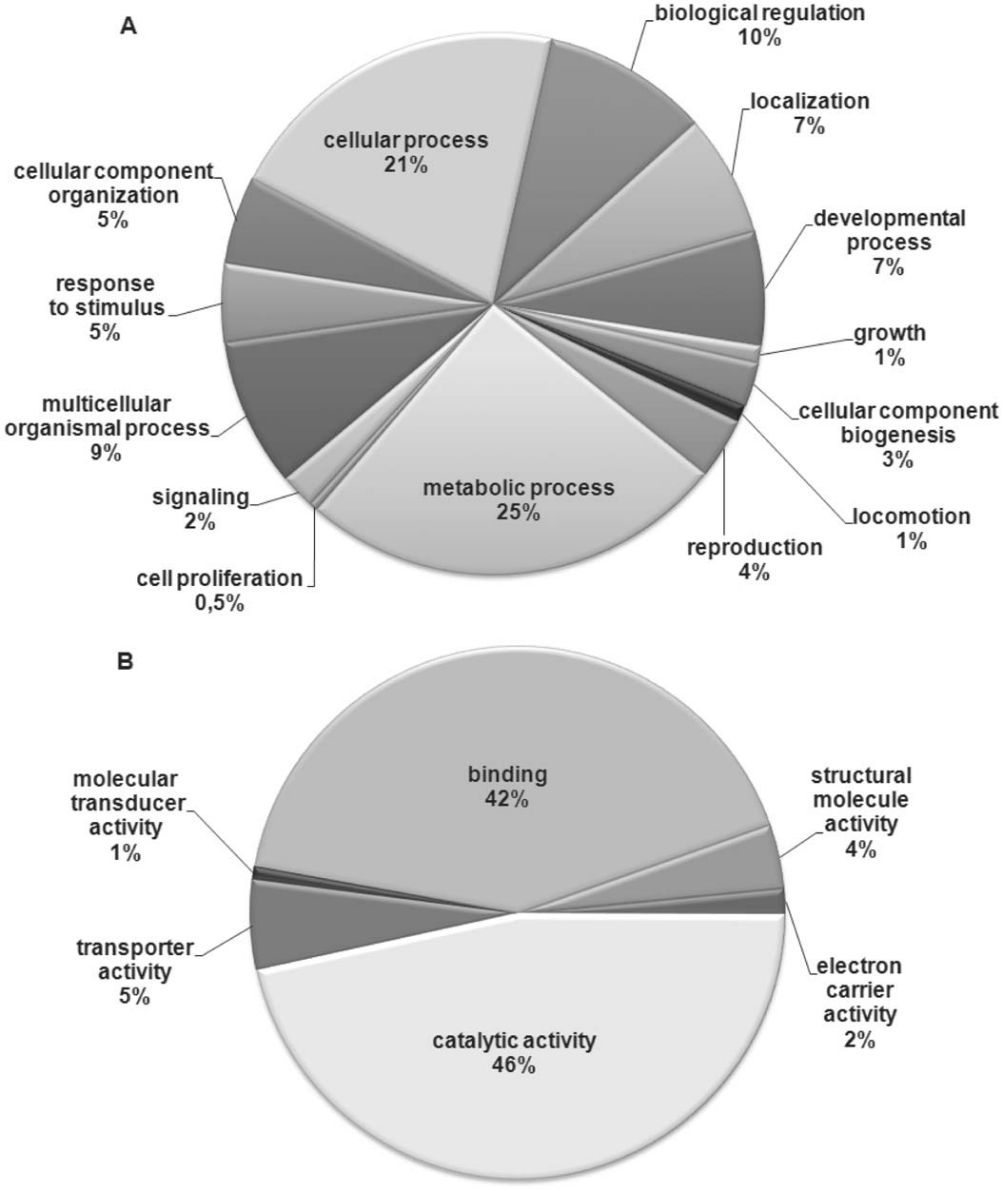
Distribution of GO IDs at the 2^nd^ level. Based on their participation in biological processes (A) and molecular functions (B) of up-regulated ESTs (putative proteins) in a sensitive genotype (S) of *Myzus persicae* treated with pirimicarb. Out of 97 annotated EST sequences, 69 presented GO IDs for biological processes and 88 for molecular functions.

An enrichment analysis (EA) revealed that BP and MF were significantly over-represented among the up-regulated sequences in the genotype S with respect to all sequences in the microarray. The analysis within the BP category revealed that gluconeogenesis, small molecule catabolism, cellular response to glucose starvation, response to amino acid stimulus, among others, were significantly over-represented (Figure 4). The analysis within the MF category showed an over-representation of catalytic activity including peptidase, hydrolase, kinase, and lyase activities (Figure 5).

**Figure 4:**
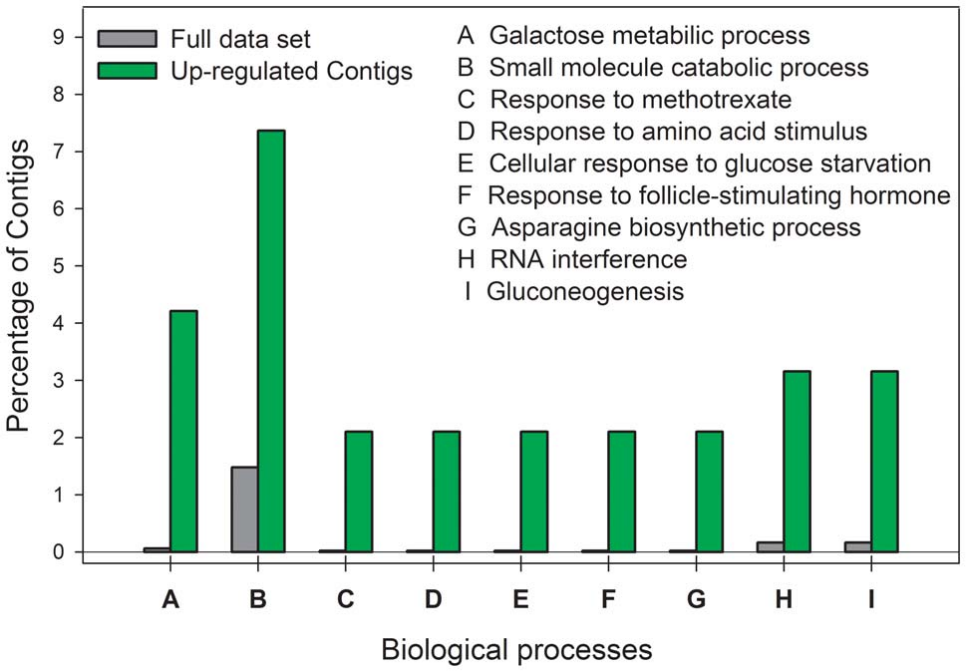
Biological processes over-represented in the sensitive genotype (S) after an Enrichment Analysis. The bars show the percentage of contigs associated with each GO term. The dark gray bars show the percentage of contigs associated with each GO term considering the full microarray data set. Green bars show the percentage of contigs associated with each GO terms, but only in the up-regulated date set

**Figure 5:**
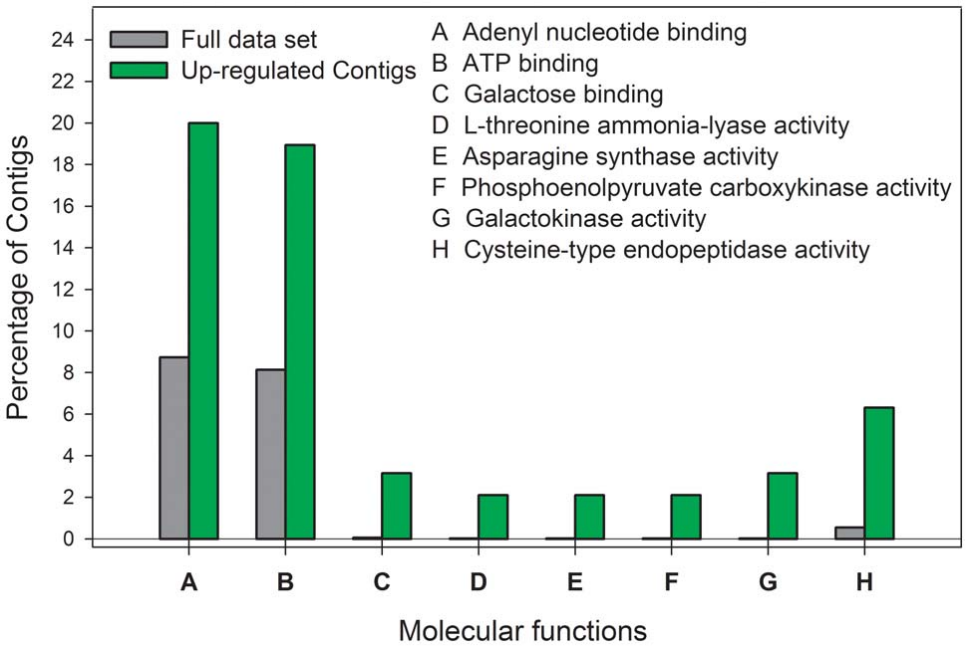
Molecular functions over-represented in the sensitive genotype (S) after an Enrichment Analysis. The bars show the percentage of contigs associated with each GO term. The dark gray show the percentage of contigs associated with each GO term considering the full microarray data set. Green bars show the percentage of contigs associated with each GO term but only in the up-regulated date set.

### Transcriptional Levels for Specific Genes

We evaluated the transcriptional expression for seven genes that were found up-regulated in the three studied genotypes, 20 and 30 hours after the application of pirimicarb.

The *Cathepsin B* gene showed a significant up-regulation in the S and SR genotypes at 20 hours after insecticide application, while at 30 hours up-regulation remained significant only in the S genotype. Genotype MR showed no evidence of regulation for this gene (Figure 6A). The *Heat Shock Protein 70* gene showed a significant up-regulation in S and SR genotypes at 20 and 30 hours after the application of the insecticide. In contrast, the MR genotype showed a down-regulation for this gene (Figure 6B). The *Heterotrimeric G protein* gene did not show a significantly different transcription between treatments in any of the studied genotypes (Figure 6C). In this case, we found transcriptional differences between the results obtained by the microarray analysis compared to the RT-qPCR, which can be explained by intra-clonal variation (see Discussion). The *Glutathione-S-transferase* gene showed a significantly higher transcription in S and SR genotypes at 20 and 30 hours after the application of insecticide (Figure 6D), while no changes were detected in the MR genotype. The *Esterase* gene only showed a significant up-regulation at 20 hours after application of insecticide in the S genotype (Figure 6E), while all other genotypes were unaffected. Two genes of the *Cytochrome P450* gene family were assessed (*CYP6CY3* and *CYP4*). The genotypes S and SR showed an up-regulation for both genes at 20 and 30 hours after application of insecticide (Figure 6E and 6G), while the genotype MR showed no changes.

**Figure 6:**
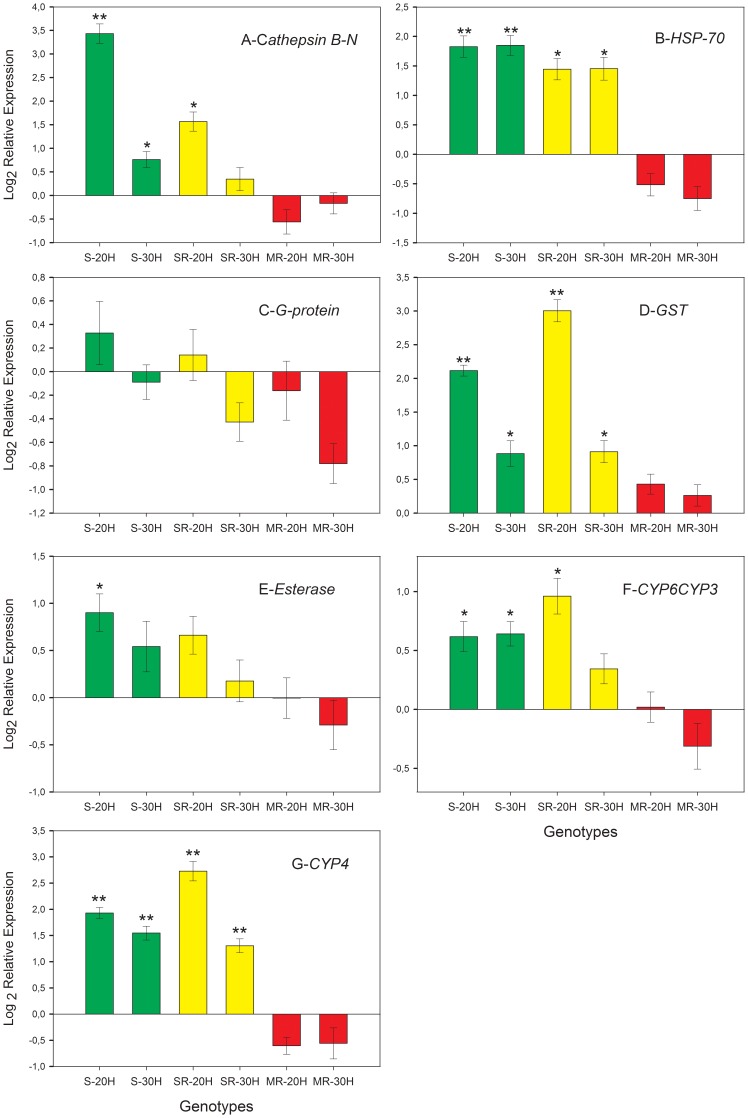
Quantification of relative expression in different genotypes of *Myzus persicae* exposed to pirimicarb. Graphs represent the relative mRNA expression in aphids sprayed with pirimicarb in comparison to control (water). Data were normalized for interclonal variation using GADPH expression levels. Green bars correspond to the genotype S (sensitive), Yellow corresponds to the genotype SR (simple resistant) and red bars correspond to the genotype MR (multiple resistant). Same color bars represent the time after insecticide spraying, with left bar = 20 hours and right bar = 30 hours. Data are shown as mean ± SE of two independent experiments, with three technical replicates in each case. *p<0.05 and **p<0.01 indicate a significant difference compared to 1, which was used as a reference value for no change in gene expression, using a *t-test*. Gene abbreviations: (A) *cathepsin B–N*, *cathepsin B clade N*; (B) *HSP-70, heat shock protein 70*; (C) *G protein*, *Heterotrimeric guanine nucleotide-binding protein*; (D) *GST*, *glutathione S-transferase*; (E) *Esterase*, *carboxylesterase type E4/FE4*; (F) *CYP6CYP3*, *cytochrome p450 family CYP6CYP3*; (G) *CYP4*, *cytochrome p450 family CYP4*.

## Discussion

Insecticide resistance is a textbook example of rapid evolution occurring in front of our eyes. The aphid *M. persicae* holds the world record of insecticide resistance mechanisms, showing resistance to at least seventy different synthetic compounds [62]. This fact alone makes this species an exceptional model for studying the genes and mechanisms that are the target of insecticide selection. In this study, different field-derived genotypes were characterized for three well-described insecticide resistance mechanisms (EST activity, and *kdr* and MACE mutations). This characterization, together with pirimicarb tolerance bioassays, allowed us to select three genotypes: sensitive (S), resistant only by a *kdr* mutation (SR) and resistant by *kdr* and MACE mutations (MR).

The transcriptomic responses of these three genotypes exposed to pirimicarb, provided evidence of a high variation in transcriptional plasticity among genotypes. 

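The 183 contigs that Table S1 lists for S had a median log2 ratio of 1.17 in S, 0.26 in SR and -0.18 in MR. By replicate, the median was 1.83, 0.76 and 1.02 in S (A, B and C), 0.44 and 0.22 in SR (A and B), and -1.00 and 0.55 in MR (A and B). In SR, 76 of the 183 contigs rose in both replicates and 9 fell in both. In MR, 2 rose in both replicates and 37 fell in both. The list was tested in SR and MR, on arrays other than those it was chosen on. limma's camera test with a preset correlation of 0.01 placed the list above the other contigs in SR and below them in MR, with adjusted p values of 5.48e-13 and 6.01e-14. With the correlation estimated from the replicates, the adjusted p was 0.348 in SR and 0.459 in MR. The fits of SR and MR leave 1 residual degree of freedom each, so this version of the test could hardly pass there. The estimated correlation of the list was 0.0104 in SR and 0.464 in MR. Each estimate rests on that 1 degree of freedom, so neither decides whether the preset value of 0.01 holds. limma's fry test gave an adjusted p of 0.0168 in SR and 0.790 in MR. In MR, the sign of the median depended on the replicate. The list was 1.48 higher in S than in MR, with an adjusted p of 0.0404 (estimated correlation) and 0.0283 (fry), a contrast that includes the S arrays it was chosen on. It was 0.49 higher in SR than in MR, which camera called with the preset correlation, but not with an estimated correlation (0.197) or fry (0.363).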

Although slight discrepancies were observed for the transcriptional profiles given by the microarray and RT-qPCR approaches, these differences can be explained by the use of different biological replicates for each technique, and because aphids are especially known to show intra-clonal variation [63], [64]. In the microarray experiments, the number of up-regulated genes was inversely correlated to insecticide resistance mechanisms. 

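With each replicate left out in turn, the number of up-regulated contigs was between 152 and 377 in S, between 10 and 91 in SR, and between 113 and 344 in MR, where the lone replicate of SR or MR is assumed to vary like the other genotypes. The count was 377 without S replicate B, 10 without SR replicate A and 91 without SR replicate B, and it was 113 without MR replicate A and 344 without MR replicate B. The order of S above SR above MR held with all replicates and without any 1 replicate of S. Without a replicate of SR or MR, the count rests on a lone replicate with a spread taken from the other genotypes. Such a count is not comparable with those of the separate fits, so no order is read from it. The order also depends on the labelled direction of both MR replicates. MR had 351 up-regulated contigs with replicate A turned and 397 with replicate B turned, more than S, in settings chosen after the values were seen. As the MR replicates moved in opposite directions, turning either was bound to raise the count. The turned counts have no meaning unless a label is wrong, and they do not test that. Under the other alternatives set before the data were examined, S had between 155 and 259 up-regulated contigs, SR between 14 and 68 and MR between 1 and 12. Starting from this order, the paper reasons that MACE, the mutation specific to anti-cholinesterase insecticides, is carried by MR alone, and it proposes that the different responses of S and SR may be associated with kdr, without excluding a general stress response in S.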

To better understand the observed responses, it is necessary to emphasize that pirimicarb is an anti-cholinesterase insecticide, acting by inhibiting the enzyme acetylcholinesterase [65]. Hence, the MACE mutation (carried only by the MR genotype) confers specific resistance to this class of insecticides.

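The contrast of the S and SR responses covered 14628 probes. A difference of more than 1 on the log2 scale at an unadjusted P under 0.05 was found for 235 contigs, none of which passed after adjustment. The median contig of the S list of Table S1 was 0.97 higher in S than in SR. The list differed between both genotypes in limma's camera test with the preset correlation, with an adjusted p of 1.04e-25, and this call did not hold under the other tests, since with an estimated correlation the adjusted p was 0.219 and in fry it was 0.302. The paper chose the list on these S arrays, which favours a higher value in S, and the contrasts of lists between genotypes were chosen after the data were examined.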

The different transcriptomic responses found between S and SR genotypes may be associated with *kdr* mutation, which causes insecticide insensibility in the sodium channel. The *kdr* mutation should have no effect on resistance to an anti-cholinersterase insecticide. However, epistasis with another insecticide resistance mechanism could be invoked here, as it has been reported in *Culex* and *Aedes* mosquitoes [66], [67]. In these cases, epistasis occurs between the *kdr* mutation and an enhanced detoxification by cytochrome P450 monooxygenases, while in *M. persicae* a strong linkage disequilibrium between this mutation and insecticide resistance mediated by esterases has been found [68]–[70]. However, we cannot exclude the possibility that the up-regulation shown by the S genotype relative to SR and MR is actually a general stress response due to the inhibition of cholinesterase by the pirimicarb insecticide, rather than a specific resistance response.

### General Metabolic Responses to Insecticides

Among the 183 up-regulated genes found in the S genotype after insecticide application, the most interesting observation was the unusual activation of energy metabolism. It was evident the up-regulation of several key enzymes in metabolic pathways affecting glycolysis, gluconeogenesis, the Krebs cycle, galactose, lipids, and amino acid metabolism. This was consistent with the fact that insecticide resistance is usually associated with higher demands of energy in other insect species [7], [71], [72]. 

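The 36 contigs of the S list of Table S1 with a description from energy metabolism had a median log2 ratio of 1.23 in S. By replicate, the median was 1.95 in A, 0.64 in B and 0.94 in C, and all 36 contigs were above 0 in all 3 replicates. Each of the 36 passed both thresholds in S, and when adjusted over the list alone all 36 had an adjusted p under 0.05 in limma, against 0 when adjusted over all probes. The paper chose these contigs on the same arrays, so this is not independent evidence. The median over the replicates ranged from 0.88 to 1.41 when 1 replicate was left out.

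**Figure D2:**
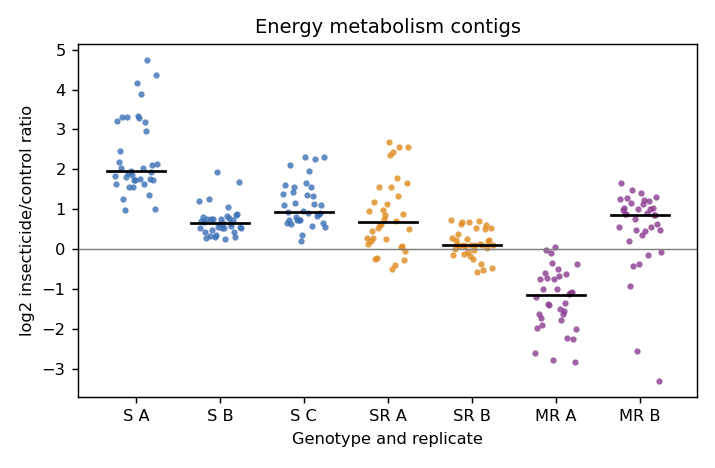
log2 insecticide/control ratio (vertical axis) of the 36 energy metabolism contigs in each replicate of S, SR and MR (horizontal axis). Points are contigs, black bars are medians, and MR A is the first array of that replicate. All points lie above 0 in the 3 S replicates, where the medians are 1.95, 0.64 and 0.94, and the medians of the MR replicates lie on opposite sides of 0.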

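Among the enzymes of glycolysis, hex-a (contig ID 1069) had a log2 ratio of 1.85 ± 1.28 in S (SD, n = 3), pyruvate kinase (contig ID 7810) of 1.29 ± 0.71 and aldolase (contig ID 1692) of 0.88 ± 0.33. The probes of aldolase differed, with 0.62 and 1.13, and 1 of them passed. The phosphoenolpyruvate carboxykinases of gluconeogenesis were at 1.36 ± 0.95 (contig ID 15015) and 1.07 ± 0.92 (contig ID 9824). Aconitase of the Krebs cycle (contig ID 5578) was at 1.47 ± 0.60, and pyruvate dehydrogenase (contig ID 1856) was at 1.23 ± 0.23. The 3 contigs described as galactokinase 1 (contigs ID 5068, 306 and 6657) rose by 1.77 ± 1.37, 1.74 ± 1.37 and 1.57 ± 1.22. In amino acid metabolism, threonine dehydratase deaminase (contig ID 427) was at 2.42 ± 1.71 and the asparagine synthetase of contig 9752 at 2.41 ± 1.91. For these 2 contigs the mean rested on replicates A and C, since replicate B was at 0.76 and 0.55. No contig named here passed the correction over all probes in limma.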

In other words, when facing insecticides, aphids of the S genotype experience an increase of general metabolism (both aerobic and anaerobic) that is accompanied by the mobilization of energy stores (glycogen and fats). 

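For energy stores, the contig described as similar to glycogenin of the pea aphid (contig ID 7425) had a log2 ratio of 1.04 ± 0.83 in S (SD, n = 3), with 1.93, 0.30 and 0.87 in replicates A, B and C. Of the lipid enzymes, fatty acid synthase (contig ID 5108) rose by 1.06 ± 0.63. The beta subunit of the trifunctional enzyme (contig ID 691) rose by 0.98 ± 0.34 and a very long chain acyl-coenzyme a enzyme (contig ID 1524) by 1.06 ± 0.84. A fatty acid binding protein (contig ID 2165), which is not an enzyme, rose by 1.24 ± 0.79. Fatty acid synthase was well above background in the water-treated channel on 1 of the 3 S arrays. The alpha-glucosidases were at 1.23 ± 0.91 (contig ID 3806), 1.11 ± 0.52 (contig ID 8554) and 1.01 ± 0.47 (contig ID 3435). The fourth (contig ID 6126), not well above background in water-treated aphids, rose at least 1.41-fold (adjusted p = 0.209, limma). The ratios of these contigs do not show whether energy stores were built up or used.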

Our findings suggest that gene expression that promotes mobilization of energy may somehow mitigate the costs of insecticide action (e.g. muscle contractions and insecticide detoxification), even 24 hours after the application of pirimicarb. In contrast, in the SR genotype (17 up-regulated genes, carrying *kdr* mutation), only detoxifying enzymes were found to be up-regulated, with no evidence for the activation of energetic metabolism and muscle contraction. 

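In SR, the energy metabolism list had a median log2 ratio of 0.41, with 0.67 in replicate A and 0.11 in replicate B. Of its 36 contigs, 1 passed both thresholds, an alpha-glucosidase (contig ID 8554, 1.09 ± 0.79, SD, n = 2), and 19 were above 0 in both replicates. camera with the preset correlation called the list higher in SR. The adjusted p was 0.489 with fry in limma, and the test with an estimated correlation rests on 1 residual degree of freedom there. The 22 detoxification contigs of the S list had a median of 0.28 in SR, with 0.25 and 0.30 by replicate. None of them passed both thresholds in SR, 10 were above 0 in both replicates, and fry gave an adjusted p of 0.0483. Adjusted over the list alone, 0 contigs of the energy metabolism list and 0 of the detoxification list had an adjusted p under 0.05 in SR. The 8 muscle contigs were at a median of 1.21 in S and -0.13 in SR, where replicate A gave -0.78 and replicate B 0.62, and 0 of them passed in SR against 8 in S. The difference between S and SR had a median of 0.90 for the energy metabolism list and 0.94 for the detoxification list. camera with the preset correlation called both, with adjusted p values of 1.56e-07 and 3.31e-10 in limma. Neither call held with an estimated correlation (0.440 and 0.215) or with fry (0.511 and 0.255), and both lists had been chosen on the S arrays.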

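In MR, the energy metabolism list had a median log2 ratio of -0.15, made of -1.17 in replicate A and 0.86 in replicate B. The 22 detoxification contigs had a median of -0.14, made of -1.28 in replicate A and 0.41 in replicate B. Neither median therefore has a settled sign. No contig of either list passed the thresholds for up-regulation. Of the energy metabolism list, 2 contigs passed those for down-regulation, the alpha-glucosidases 3806 (-2.68 ± 0.18, SD, n = 2) and 8554 (-3.08 ± 0.32), and these 2 also had an adjusted p under 0.05 in limma when adjusted over the list alone. Of the detoxification list, 0 contigs were down-regulated. limma's fry gave an adjusted p of 0.790 for both lists. The difference between S and MR had a median of 1.50 for the detoxification list, with an adjusted p of 0.0404 (estimated correlation) and 0.0208 (fry) in limma. For the energy metabolism list it was 1.55, with 0.0790 and 0.0699, and camera with the preset correlation called both. As the paper chose these contigs on the same S arrays, the contrasts, chosen after the data were examined, are not independent evidence.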

Interestingly, in the MR genotype (7 genes up-regulated; carrying MACE and *kdr* mutations), neither metabolic nor detoxifying genes were found to be up-regulated, which strongly suggests that resistance is also related to insecticide entry into the haemolymph.

### Detoxification Genes

Transcriptomic responses are discussed separately for genotypes that carry (MR) or do not carry (S and SR) the MACE mutation. Four types of catalytic reactions are known to be involved during insecticide detoxification; hydrolysis, oxidation, reduction and conjugation [65], [73]. Hence, genes coding for enzymes participating in those reactions are putatively involved in resistance. Among the up-regulated unigenes in the S genotype, hydrolase activity was significantly over-represented with 27 unigenes, four of them encoding for carboxylesterase FE4 and its closely variant E4 (contigs ID 3118, 9215, 720, and 4586). 

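All 4 esterase contigs passed both thresholds in S and rose in all 3 replicates. Contig 9215 (carboxylesterase FE4) had a log2 ratio of 2.39 ± 0.70 (SD, n = 3), contig 720 (E4) of 2.30 ± 0.68, contig 3118 of 2.03 ± 0.90 and contig 4586 of 1.42 ± 0.80. All were highest in replicate B, where the family's median was 3.03, against 1.91 in A and 1.51 in C. Adjusted over the 4 contigs alone, all 4 had an adjusted p under 0.05 in limma (lowest 0.0016), against 0.209 over all probes. The paper chose these contigs on the same S arrays, so passing over the 4 alone is not independent evidence. In SR the median of the family was 0.09, with -0.31 in replicate A and 0.47 in replicate B, and in MR it was -0.11, with -1.43 and 1.16. The sign of the MR median flipped to 0.04 under 1 of the scalings tried, and 0 of the 4 contigs passed in SR or MR. Since the 4 contigs are described as the same or closely related genes, probes for one could also bind transcripts of another.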

Previous studies have reported the constitutive up-regulation (up to 290-fold) of these same contigs in a *M. persicae* genotype resistant to neonicotinoids [16], [45]. Those contigs showed a good match (E-value ranging between 0 to 3E-172) with *E4* gene from clone 794J, which has been characterized as “extremely resistant” (R3) because of the *E4* gene amplification involving about 80 copies [47], [74].

The cytochrome P450s (*CYP* genes) catalyze the oxidation of insecticides, being the only metabolic system involved in resistance to all classes of insecticides [12], [14], [75]–[77]. Eleven P450s unigenes (contigs ID 497, 5173, 1730, 3931, 6957, 1528, 3799, 3798, 9095, 9584, 749) and two (contigs ID 2519 y 1504) were found to be up-regulated in the S and RS genotypes, respectively. It has been estimated that *M. persicae* has over 150 *CYP* genes, approximately 40% more than *Acyrthosiphon pisum* (the only aphid species with a whole genome sequence available) [78]. 

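Of the 11 cytochrome P450 contigs, 10 passed both thresholds in S and all 11 were above 0 in all 3 replicates, with a median log2 ratio of 1.23. Contig 1730 was at 1.35 ± 0.86 (SD, n = 3), contig 3798 at 1.40 ± 0.29, contig 9584 at 1.22 ± 0.35, contig 3931 at 0.84 ± 0.64 and contig 1528 at 0.90 ± 0.28. Probes of a contig differed in part, with 0.90 and 1.74 for contig 3799 (1.32 ± 0.59) and 0.76 and 1.03 for contig 1528. Contig 3931 was well above background in the water-treated channel on 1 of the 3 arrays. Contig 9095 was not well above background there on any array and rose at least 1.43-fold (adjusted p = 0.209, limma). Contig 6957 was the one that did not pass. It was well above background on 1 of the 3 arrays in insecticide-treated and on 0 in water-treated aphids, so no fold is given. In SR, both contigs passed, with log2 ratios of 1.47 for contig 2519 and 1.30 ± 0.13 for contig 1504 (SD, n = 2). In S, these 2 contigs were far apart between replicates, with 1.77, -1.43 and 0.24 for contig 2519 and 2.88, -1.07 and 0.76 for contig 1504. The median of the 11 contigs was 0.27 in SR and -0.02 in MR.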

Why has the expansion of this gene family been favored during the evolution of *M. persicae*? The number of *CYP* genes in *M. persicae* has perhaps granted a range of functional diversity to this aphid, thus promoting insecticide resistance by different metabolic pathways. Indeed, three of the up-regulated contigs found in the S genotype (contigs ID 497, 5173, 749, corresponding to *CYPCY6* gene) also have been shown to be constitutively up-regulated (9 to 22 fold) due to gene amplification in a neonicotinoid resistant *M. persicae* genotype [16], [45].

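These 3 contigs are described in Table S1 as cytochrome p450 cyp6ax1 protein. In S, contig 497 had log2 ratios of 1.89, 1.67 and 2.32 in replicates A, B and C, contig 5173 of 1.15, 1.35 and 2.30, and contig 749 of 0.12, 1.27 and 2.01. The means were 1.96 ± 0.33, 1.60 ± 0.61 and 1.13 ± 0.96 (SD, n = 3), and all 3 contigs passed both thresholds. With 1 replicate left out, the mean of contig 497 stayed between 1.78 and 2.10. In SR the same contigs were at 0.24 ± 0.49, 0.02 ± 0.22 and 0.03 ± 0.05 (SD, n = 2), and in MR at 0.30 ± 1.11, 0.38 ± 1.03 and 0.07 ± 0.78, with none past the thresholds.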

The consistency in the up-regulation observed for *E4* and *CYPCY6* genes between the sensitive genotypes studied here, and the constitutive up-regulation by gene duplication in other resistant genotypes, is in agreement with the model for the resistance changes proposed before [1], [79], [80]. In the absence of resistance mutations or when the frequency of resistant alleles is low in populations, most individuals are susceptible, responding to insecticides by the up-regulation of some specific genes. When the selective agent (insecticide) acts within the limits of tolerance of the initial population, a marginal increase in tolerance has been observed, thus promoting selection of different traits with a low but accumulative effect on resistance (i.e., polygenic resistance). Given the massive application of insecticides in agricultural fields, it would be expected that selection for resistance has operated at the extremes of the phenotypic distribution for resistance. Thus, large-effect mutations accumulate, the retention of duplication events for those genes is promoted, and the up-regulation becomes constitutive. This scenario highlights the importance of analyzing the gene expression in susceptible genotypes when one is searching targets of selection.

Cytochrome P450s have traditionally been considered as the only enzymes to oxidize insecticides in insects [11], [65]. However, an aldehyde dehydrogenase (contig ID 2450) was also shown to be up-regulated (2.6-fold) in the S genotype. 

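Aldehyde dehydrogenase (contig ID 2450) had a log2 ratio of 1.17 ± 0.78 in S (SD, n = 3), which is 2.25-fold. The replicates A, B and C were at 2.06, 0.82 and 0.63. Its probes gave 0.98 and 1.36, and 1 of the 2 passed both thresholds. With each S replicate left out in turn, the mean lay between 0.72 and 1.44, and the contig no longer passed without replicate A. In SR the contig was at 0.24 ± 0.03 (SD, n = 2) and in MR at -0.12 ± 1.84, below the thresholds in both.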

In mammals, aldehyde dehydrogenases have been described as important enzymes during the detoxification of xenobiotics [81], [82], and have recently been suggested to participate in the detoxification of pyrethroid in insects [22], [83]. Hence, the up-regulation of contig 2450 found in this study provides new evidence for understanding its detoxifying role as part of the insecticide metabolism in insects.

Regarding carbamates metabolism, most literature involves the action of glutathione S transferases (GSTs) in phase II of carbamate detoxification. GSTs are able to conjugate glutathione with phase I metabolites, converting them into non-reactive water-soluble conjugates [11], [65]. Curiously, it has not been possible so far to find a sole empirical study in insects linking GST with carbamate metabolism, whereas other works have characterized the role of GSTs in organophosphate, organochlorines and pyrethroid detoxification (see [12], [14]). GSTs also play an important role in cell protection, participating indirectly in insecticide resistance by reducing the oxidative damage caused by insecticides [9], [84], [85]. 

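Both glutathione S-transferase contigs, 1196 and 4744, passed the thresholds in S and were above 0 in all 3 replicates. Contig 1196 had a log2 ratio of 0.73 ± 0.34 (SD, n = 3). Its probes disagreed, with 0.34 and 1.11, and the call rests on the second, which was not well above background in both channels on every S array. Without replicate C the contig was at 0.54 and no longer passed. Contig 4744 was well above background on 2 of the 3 arrays in insecticide-treated and on 0 in water-treated aphids, and rose at least 1.34-fold (adjusted p = 0.209, limma). In SR, contig 1196 was at 0.69 ± 0.58 (SD, n = 2). Contig 4744 was well above background on 1 of the 2 arrays in insecticide-treated aphids and on 0 in water-treated aphids. Its measured ratio was 1.76-fold (adjusted p = 0.9998, limma). The lower bound equals this ratio, since the contig's own signal in water-treated aphids lay above the lowest signal that was well above background. No size is therefore read from it. Neither passed the thresholds in SR. In MR, contig 1196 was at -0.90 ± 0.75 and contig 4744 at -1.03 ± 1.22 (SD, n = 2), with both contigs below 0 in both replicates.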

In the S genotype, two GST unigenes were found to be up-regulated (contigs ID 1196, 4744), but our experimental design does not allow us to anticipate any mechanism behind this up-regulation.

UDP-glucuronosyltransferases (UGTs) are another group of conjugative enzymes involved in phase II detoxification. In DDT-resistant strains of *Drosophila*, for example, UGT is constitutively expressed [18], whereas in *Anopheles* it was shown to be up-regulated after permethrin application [22]. 

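A contig described in Table S1 as glucosyl glucuronosyl transferases (contig ID 8298) passed both thresholds in S, with measured log2 ratios of 1.82, 1.29 and 0.45 in replicates A, B and C (adjusted p = 0.214, limma). It was well above background on 1 of the 3 arrays in insecticide-treated aphids and on 0 in water-treated aphids, and the lower bound of the fold change was under 1, so no fold is given. Without replicate A it no longer passed. In SR, the measured ratios were 0.46 and 0.11, with the contig well above background on 1 of the 2 arrays in each channel. In MR, it was well above background on 0 of the 3 arrays in insecticide-treated and on 2 in water-treated aphids, and no fold is given there either.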

We identified a UGT transcript (contig ID 8298) that is up-regulated in the S genotype, thus extending the range of potential UGT efficacy to carbamate detoxification. Although the SR genotype did not provide evidence of the participation of this enzyme, the transcriptomic response was obtained after 24 hours of pirimicarb treatment (based on a preliminary LC_50_ experiments in sensitive genotypes), and we cannot exclude the possibility that other genes could be significantly up-regulated at a different time. Indeed, our RT-qPCR profiles of the SR genotype clearly showed an eight-fold up-regulation of contig 1196 encoding GST after 20 hours of insecticide treatment.

### Transcripts Coding for Other Potentially Relevant Proteins

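The heat shock protein 70 contigs 6029 and 8669 passed both thresholds in S and SR. In S, they had log2 ratios of 2.48 ± 1.29 and 2.18 ± 1.22 (SD, n = 3). Replicate B was lowest in S, with 1.00 and 0.77, whereas replicates A and C were between 2.87 and 3.32. In SR, they were at 1.35 ± 0.36 and 1.18 ± 0.36 (SD, n = 2). In MR, contig 6029 was at -0.13 ± 0.78 and contig 8669 at 0.05 ± 0.69 (SD, n = 2), with replicates of opposite sign. Another heat shock protein 70 of the S list (contig ID 15349) was at 1.03 ± 0.43 in S and -0.26 ± 0.92 in SR. Contig 6029 no longer passed in SR without replicate A (1.10) or without replicate B (1.61), and kept its direction in S and SR under the scalings tried and without any 1 replicate. The median of the pair was between 1.95 and 3.06 in S and between 1.01 and 1.52 in SR when a replicate was left out.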

Two unigenes (contigs ID 8669 and 6029) encoding heat shock proteins 70 were found up-regulated in the S and SR genotypes. Proteins of the HSP70 family are particularly well studied and correspond to one of the first known mechanisms in stress responses [86]. Insecticide resistance is also commonly associated with the expression of HSP70 [87], [88]. Thus, our results showing a HSP70 induction in S and SR genotypes, would give evidences that insects are trying to restore cellular homeostasis after insecticide application.

Three unigenes encoding ATP-binding cassette (ABC) transporters (contigs ID 1560, 7913, and 2478) were found up-regulated in the S genotype. 

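All 3 ABC transporter contigs passed both thresholds in S and rose in all 3 replicates. Contig 7913 had a log2 ratio of 1.13 ± 0.78 (SD, n = 3) and contig 2478 of 1.17 ± 1.03. Contig 1560, which was not well above background in water-treated aphids on any S array, rose at least 1.77-fold (adjusted p = 0.232, limma). The family's median was 1.99 in replicate A, 0.35 in B and 1.00 in C. In SR the median was 0.43, made of 1.20 in replicate A and -0.39 in replicate B, and in MR it was -0.41, made of -1.50 and 0.80, and 0 of the 3 contigs passed in either. Contig 1560 no longer passed without replicate A or without replicate C.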

The ABC transporters belong to a superfamily of proteins involved in extracellular transport of a wide variety of substances, including metabolic products, lipids and xenobiotics [89], [90]. In DDT resistant *Drosophila* strains, differential transcription of ABC transporters has been found, [18]. In the cotton pest *Heliothis virescens*, a mutation in the ABC transporter has been associated with resistance to Bt insecticidal toxins [91]. Therefore, gene sequences for ABC transporters in the S genotype appear to play an important role during insecticide elimination.

Another important group of differentially regulated sequences were unigenes coding for peptidases (contigs ID 256, 254, 3002, 3004, 6594, 7762, 3299, 5268 in S and 3299, 5268 in SR genotypes). In addition, a cysteine-type endopeptidase activity (a feature of cathepsin B) was notably over-represented among the up-expressed sequences in the S genotype. This was consistent with the elevated proteolytic activities observed in insecticide resistant strains of the housefly *Musca domestica* [92], [93] and the maize weevil *Sitophilus zeamais* [94]. In addition, the constitutive over-transcription of genes encoding proteins with peptidase activity has been reported in insecticide resistant insects using a transcriptomic approach [18], [22]. 

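The 8 peptidase contigs listed for S all passed both thresholds there and were above 0 in all 3 replicates, with a median log2 ratio of 1.04. The cathepsin B contigs were at 1.46 ± 1.14 for contig 256, 1.25 ± 0.71 for 254, 0.97 ± 0.41 for 3002, 0.91 ± 0.46 for 3004 and 1.03 ± 0.59 for 6594 (SD, n = 3). The signal peptide peptidase (contig ID 7762) was at 1.03 ± 0.57, and the membrane alanyl aminopeptidases n were at 1.04 ± 0.35 (contig ID 3299) and 1.22 ± 0.21 (contig ID 5268). Contig 256 no longer passed in S without replicate B (0.94). In SR, contigs 256 (1.19 ± 0.65) and 3002 (1.00 ± 0.57) passed both thresholds (SD, n = 2), whereas contigs 3299 and 5268 were at 0.21 ± 0.29 and 0.16 ± 0.51 and did not pass. The cathepsin B contig 6891 was at 0.97 ± 0.52 in SR, just under the threshold. In MR, the 5 cathepsin B contigs of the S list passed the thresholds for down-regulation, from -3.40 ± 1.70 for contig 256 to -2.16 ± 1.36 for contig 3002 (SD, n = 2), and were below 0 on every MR array. The difference of the peptidase list between S and MR had a median of 3.40 and an adjusted p of 0.0404 with an estimated correlation and of 0.0208 with fry in limma. This contrast was chosen after the data were examined, and the list was chosen by the paper as up-regulated on these S arrays, so it is not independent evidence. The cathepsin B contigs moved almost as one across the replicates, so they are not 5 independent observations.

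**Figure D3:**
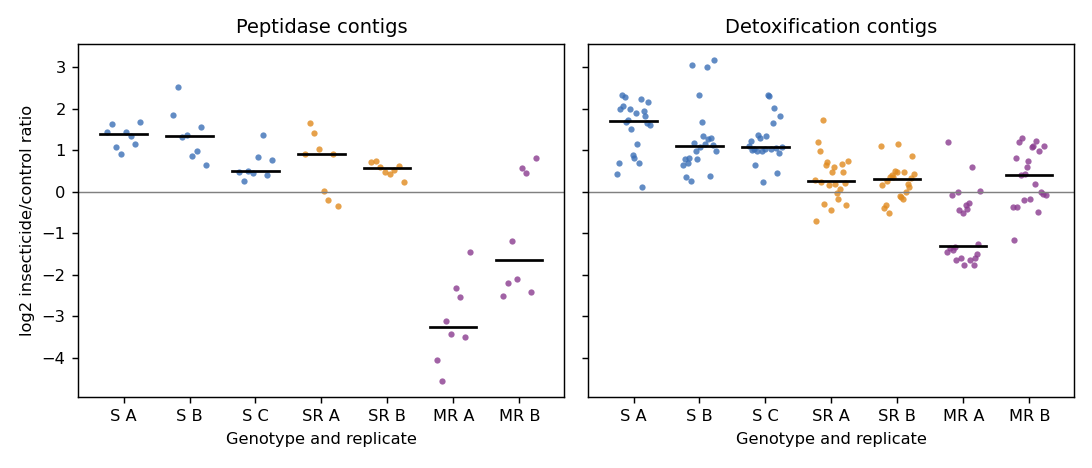
log2 insecticide/control ratio (vertical axis) of the 8 peptidase contigs (left) and the 22 detoxification contigs (right) in each replicate of S, SR and MR (horizontal axis). Points are contigs, black bars are medians, and MR A is the first array of that replicate. All 8 peptidase contigs lie above 0 in the S replicates, and the 5 cathepsin B contigs lie below 0 in both MR replicates.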

Two different explanations have been proposed for an increased proteolytic activity during insecticide resistance. First, peptidases may be involved in protein degradation to fulfill higher energy demands, which, as afore mentioned, is usually a response to stress [18], [94]. Second, peptidases may play a role during protein biosynthesis or in modification of the enzyme conformation related, for example, with the metabolic machinery required to detoxify insecticides [92], [93].

Finally, four unigenes (contigs ID 3486, 7126 in S genotype, and contigs ID 10027, 4497 in SR genotype) whose putative products correspond to cuticular proteins (CPs) were also found up-regulated. This suggests that the transcriptional plasticity of cuticule proteins may play a central role in insecticide resistance of *M. persicae*, most probably by cuticular thickening or sequestering compounds before entering to the haemolymph. 

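In S, the endocuticle structural glycoprotein (contig ID 3486) had a log2 ratio of 1.44 ± 1.11 and the cuticular protein of the RR-3 family (contig ID 7126) of 1.64 ± 1.17 (SD, n = 3). Replicate A was highest for both, with 2.72 and 2.90, against 0.66 and 0.60 in replicate B. Without replicate A, contig 3486 was at 0.81 and no longer passed. In SR, these contigs were at 0.90 ± 0.94 and 0.22 ± 0.44 and did not pass. The cuticular proteins 10027 and 4497 passed both thresholds in SR, with log2 ratios of 1.13 ± 0.76 and 1.00 ± 0.42 (SD, n = 2), where contig 4497 was at 1.0004, next to the threshold of 1. Contig 10027 no longer passed without SR replicate A (0.59). In S they were at 0.07 ± 0.60 and -0.26 ± 0.50, and in MR at 0.09 ± 0.82 and 0.24 ± 1.13, with replicates of both signs. Whether any of the 4 contigs differed between S and SR was covered by the contrast over all probes, which called none of them after adjustment.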

Insecticide resistance through decreased cuticle penetration has been demonstrated in several insect species [7], [95], [96]. A higher constitutive expression of CPs has been reported in insecticide resistant strains of *M. persicae* and *Anopheles gambiae*, and, in the case of *M. persicae,* this was associated with a reduced penetration of the insecticide to the haemolymph [16], [23]. In addition, CPs were found up-regulated in insecticide-resistant strains of the Colorado potato beetle, *Leptinotarsa decemlineata* [8], and in *Aedes aegypti* [21].

### Transcriptomic Responses in the Multiple Resistance Genotype (MR)

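On single arrays, the log2 ratios of MR were spread as widely as those of the other genotypes. The SD of the ratios over probes was 0.70 and 0.69 on the arrays of MR replicate A and 0.56 on that of MR replicate B, against 0.69, 0.38 and 0.48 in S (A, B and C) and 0.75 and 0.28 in SR (A and B). More than 2-fold differences in either direction were found for 1876, 1826 and 958 probes on the MR arrays, for 1841, 247 and 564 probes in S, and for 1745 and 110 probes in SR. Among contigs more than 2-fold changed in both MR replicates, most had opposite signs. Contigs more than 2-fold up in replicate A and down in replicate B numbered 167, those down in A and up in B numbered 90, those down in both 47 and those up in both 0. If the replicates were independent, 23.2, 14.9, 36.4 and 9.52 contigs would fall into these groups. With n = 2, contigs that move in opposite directions do not pass the thresholds, and the low number of calls in MR rests on both replicates being read in the direction of their labels.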

The MR genotype, which carries MACE and *kdr* mutations, exhibits a low transcriptional plasticity and can be considered a canalized genotype [97], [98]. This genotype showed a lack of responses, even for the expression of genes encoding enzymes involved in insecticide detoxification (at 20 and 30 hour after insecticide treatment). However, no consistent results were obtained using the qRT-PCR or microarray hibridizations for the guanine nucleotide-binding protein (G-protein, Contig ID 1180), one of the regulated genes we found in this genotype.

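The guanine nucleotide-binding protein subunit beta 1 (contig ID 1180) had a log2 ratio of 1.04 ± 0.66 in MR (SD, n = 2), with 1.52 and 1.48 on the arrays of replicate A and 0.57 in replicate B. Neither of its 2 probes passed with n = 2, and the contig passed when the 3 MR arrays were treated as separate replicates. In S, it was at 0.92 ± 0.39 (SD, n = 3), with all replicates above 0, and in SR at -1.03 ± 1.51 (SD, n = 2), with -2.09 in replicate A and 0.04 in replicate B. The paper's RT-qPCR values on new RNA are -0.47 in MR, 0.12 in S and -0.14 in SR. In MR the sign differs from that on the arrays. The new RNA came from other replicates, sampled at other times after spraying and with fewer aphids per extract. The difference in sign therefore cannot be credited to the method alone.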

### Conclusions

The varied insecticide resistance mechanisms described for *M. persicae* illustrate the complexity of the involved evolutionary responses. Modifications such as single mutations or duplications that could occur in some of the up-regulated genes may be responsible for resistance to high doses of insecticides, accounting for the wide range of potential adaptations to insecticides in this species. On the other hand, asexual reproduction in aphids enables the evolution of “general-purpose” genotypes, because the lack of recombination does not rearrange the co-adaptation among genes, which could be the case in the MR genotype. Our results emphasize the value of microarray studies to search for regulated genes in insects and highlight the many ways these different genotypes can assemble resistant phenotypes in response to the environmental pressures. Further experiments will certainly contribute to develop a more thorough and complete understanding of what genes are regulated in different insect species after the application of different insecticide classes and under different environmental circumstances.

## Materials and Methods

### Aphid Genotypes and Plant Material

Ninety four clonal lineages (genotypes) previously sampled and established in the laboratory were used in this study and genotyped using six microsatellite loci (for details see Castañeda et al. 2011) [99]. Among these, 32 different genotypes were characterized in terms of their insecticide resistance mechanisms. Each genotype was categorized into the following categories: sensitive (S), resistant by a single mutation (SR) and resistant by multiple mutations (MR). Three genotypes, one for each category, were selected for experiments and were maintained in laboratory on leaves of *Capsicum annuum* var. *grossum* (hereafter pepper) in controlled environment (20±1°C and 16L:8D photoperiod). Aphids were synchronized for 24 to 48 hours on three-month old pepper plants before starting experiments.

### Insecticide Resistance Characterization

Constitutive carboxylesterase activity (EST activity) was evaluated in the 32 genotypes reared on pepper using a microplate bioassay [61], with ten independent biological replicates per genotype and three technical replicates per measurement. Broad-sense heritability of enzyme activity was assessed by computing the ratio of inter-clonal variance to phenotypic variance, using the mean squares of a one-way analysis of variance. The presence of insecticide resistance mutations (IRMs) was screened in the 32 genotypes using allelic discrimination based on the quantitative-PCR assays developed by Anstead et al. (2004) for *kdr* (L1014F) and *super-kdr* (M918T) mutations [100], and Anstead et al. (2008) for MACE mutations [101]. See Table S3 for primer and probes sequences. The three genotypes selected for experiments exhibiting low, intermediate and high levels of EST activity.

### Insecticide Tolerance Bioassay

In order to verify the correspondence between IRMs and levels of actual resistance, the three selected genotypes were sprayed with pirimicarb, a carbamate insecticide. The bioassay allowed characterizing the level of tolerance to pirimicarb in the selected genotypes. Toxicity bioassay was performed using the leaf-dip technique [102], with five different insecticide concentrations (ranging between 90 and 1.25 ppm in prepared with acetone plus water) and water as control, with 24 technical replicates per treatment. In brief, pepper leaf-discs were dipped into each insecticide solution and placed in Petri dishes; then, 30 adult wingless aphids were place on each disc. All bioassays were scored at the endpoint, 48 h after treatment, by counting the survivors. The insecticide concentrations lethal to 50% (LC_50_) and 99% (LC_99_) of aphids were calculated using the Probit statistical method [103].

### Insecticide Treatments

Four hundred synchronized adult wingless aphids were placed in groups of 20 individuals on a pepper leaf-disc in Petri dishes containing 2% agar. Then, 10 dishes were sprayed with 1 ml of pirimicarb (20 ppm in acetone plus water) using a Potter-Precision laboratory spray tower (Burkhard) that ensures a homogeneous application [104]. After 24 hours, living aphids were quickly frozen in liquid nitrogen and stored at −70°C until RNA extraction. The other 10 Petri dishes were simultaneously sprayed with water (control). This procedure was performed twice in parallel for the three selected genotypes in order to obtain a minimum of two biological replicates.

### Microarray Hybridization

A microarray containing probes for over 10.000 *M. persicae* unigenes, designed with the Agilent eArray platform (Agilent Technologies) was used [59]. Each slide consisted of eight arrays each containing 60-mers probes (8X60K format).

Total RNA was isolated separately for each experimental condition (genotypes, biological replicates and treatments) from ∼ 40 frozen aphids using the RNeasy Plant Mini Kit (Qiagen, Cat no. 74904). Quantity and quality of RNAs was assessed with a NanoDrop ND-1000 spectrophotometer (NanoDrop® Technologies) and Agilent 2100 Bioanalyzer (Agilent Technologies), respectively. 

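Each array carried 10 spike-in probes with 20 spots each. The median log2 Cy5/Cy3 ratio of the 10 spike-in probes was -1.77, -0.40 and -0.33 on the S arrays (A, B and C), 5.81 and -0.43 on the SR arrays (A and B), 6.62 and 6.61 on the arrays of MR replicate A and 1.20 on that of MR replicate B. On the arrays of SR replicate A and MR replicate A, all 10 spike-in probes had a higher Cy5 signal, with log2 ratios between 5.25 and 6.57 and between 4.73 and 8.12. On the other arrays the spike-in ratios fell on both sides of 0. Spike-in features were given no weight in the normalization.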

RNA spike-ins (Two-Color RNA Spike-In kit; Agilent) were added to each sample to calibrate the hybridization (the kit was used according to manufacturer’s recommendations only in the case of the S genotype). The Amino Allyl MessageAmp™ II with Cy™3/Cy™5 kit (Ambion) was used to prepare RNA samples for array hybridization. In brief, a reverse transcription from 1.2 mg of total RNA was carried out in each sample using the T7 oligo-dT primer provided in the kit, followed by a second strand cDNA synthesis. Then, double-stranded DNA (dsDNA) was purified with a cDNA filter cartridge and used as template for *in vitro* transcription with the incorporation of aminoallyl modified UTP, which resulted in amplified RNA (aRNA) containing modified UTP. The aRNA was purified with an aRNA filter cartridge and 5 µg were coupled to Cy3 or Cy5 dyes, checking fluorescence with spectrophotometer (NanoDrop® Technologies). Finally, the labeled aRNA was fragmented at 60°C for 30 min and stopped by the addition of 2× GEx Hybridization Buffer HI-RPM as described in the Agilent two-color microarray-based gene expression analysis protocol. All the hybridizations, washed, and scans of microarrays were performed in the Cornell University Life Sciences Core Laboratories Center (http://cores.lifesciences.cornell.edu).

For each genotype, the isolated aRNAs from each condition (insecticide and water) were mixed altogether using opposite dye colors (Cy3 or Cy5 labels). 

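Insecticide-treated and water-treated RNA exchanged dyes between replicates A and B of every genotype. As no replicate was hybridized in both orientations, the dye swap is one between biological replicates. In S, 2 of the 3 replicates carried Cy5 on the insecticide-treated RNA, so a dye effect does not cancel in the S mean. One fit of all genotypes gave 168 up-regulated contigs in S, 157 of them among the 198 of the separate fits, and 14 in SR, 11 of them among the 18. With a dye term added to that fit, the counts were 188 in S, 143 of them among the 198, and 21 in SR, 13 of them among the 18.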

A dye-swap between samples was conducted for each genotype, performing three biological replicates for the S and MR genotypes, and two for the SR genotype. Hence, a total of eight hybridizations were performed (The microarray data sets reported in this paper have been deposited in NCBI’s Gene Expression Omnibus [105] and are accessible through GEO Series accession number GSE37310 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE37310).

Microarray data analysis was performed using the LIMMA library [106] for the statistical package R freely available at: http://www.r-project.org with Bayesian inference using a lineal model [107]. This method allows the joint analysis of all hybridizations performed with each genotype. Normalization within each array was performed using LOESS method, whereas model adjustment was performed using the lmFit function for each genotype [108]. 

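Loess removes the part of the log ratio that depends on the intensity of a spot within its array. With median centring of each array in place of loess, 247 contigs were up-regulated in S, 179 of them shared with the loess result, and 18 in SR, 16 of them shared. Without background correction, 198 contigs were up-regulated in S and 19 in SR, of which 196 and 18 were shared. A run of loess and lmFit with no background correction, with control spots kept and with every spot and each of the 3 MR arrays as a separate observation, a combination chosen after the data were examined, gave the log2 ratios of the authors' deposited tables in all 3 genotypes, with a largest difference of 5e-10.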

The overall statistical analysis was performed using the eBayes function. We estimated the ratio between fluorescence (insecticide vs. control) in each spot (hereafter Fold-Change or FC); FC values were Log_2_−transformed. Spots showing values within −1>log_2_FC>1 and a P value <0.05, were considered as differentially expressed.

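Thresholds on single probes let a contig pass on 1 of its probes. On an array, the log2 ratios of both probes of a contig correlated at 0.84 to 0.95 over the 4139 contigs with 2 probes. When the probes of a contig were averaged before the fit, 168 contigs were up-regulated in S, all of them among the 198, 19 in SR and 2 in MR, and 16, 113 and 58 were down-regulated.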

### Annotation and Gene Ontology Analysis

Three datasets containing significantly regulated genes in each genotype were obtained. Given the large amount of information, subsequent analyses were focused only on the up-regulated genes. The Gene Ontology analysis of transcripts was performed using the Blast2GO program [109]. Only BLASTX analysis with a cut-off E-value <1E^-10^ were considered. Then, GO terms were assigned to those sequences using the following parameters: E-Value-Hit-Filter = 1E^−6^; Annotation Cut-Off = 55; GO Weight = 5. This allows the identification of possible roles for each predicted protein, based on three domains of molecular biology: biological processes, molecular functions and cellular components (http://www.geneontology.org) [110], [111].

An enrichment analysis (EA) was also performed in Blast2GO package GOOSIP (Gene Ontology Significance Statistical Interpretation Program, Microdiscovery, Berlin, Germany) [112], [113], in order to compare up-regulated sequences in the S genotype using the entire set of sequences available in the microarray.

### Quantitative Reverse Transcription PCR (RT-qPCR) and Microarray Validation

Two other independent experiments were conducted for each of the three selected genotypes in order to obtain two new biological replicates by treatment. Those experiments were performed as described above, and adding a new level: time after insecticide application (pirimicarb, 20 ppm). Living aphids were recovered 20 and 30 hours after spraying (insecticide or water), and quickly frozen in liquid nitrogen and stored at −70°C until RNA isolation. Seven genes were selected according to significant expression differences (observed in any of the three microarray comparisons) and their putative functions, and expression levels were evaluated by RT-qPCR.

Transcriptional profiles of seven selected genes were validated through RT-qPCR in each of the three selected genotypes. Fresh RNA samples obtained from new biological replicates were used for validation, and included samples isolated 20 and 30 hours after insecticide treatments. Additionally, the transcriptional profiles of three differentially expressed genes were also validated using the same RNA samples used for the microarray experiments in the three genotypes. In the case of new RNA samples, the results were expressed as fold change average obtained in the biological replicates, and in the samples isolated 20 and 30 hours after insecticide application. A correlation coefficient between gene expression measured using microarray and RT-qPCR was calculated using the Spearman’s rho correlation in STATISTICA v.7 [114].

For the new biological replicates, total RNA was isolated from three aphids per genotype using the RNeasy Plant Mini Kit (Qiagen, Cat no. 74904), yielding a range of 100 – 400 ng/µl of RNA (Nanodrop ND-1000, Nanodrop Technologies, USA.). Genomic DNA was removed with DNA-free™ kit (Ambion). Reverse transcription was carried out using the AffinityScript QPCR cDNA Synthesis kit (Agilent) using 1.5 µg of total RNA, which yield about 20 µg of cDNA. Then, the cDNA was diluted to 1∶10, taking 2 µl for PCR reactions. Each PCR reaction mix contained 10 pmol of each primer, 6.25 µl SYBR Green PCR Master Mix (Applied Biosystems) and 0.375 µl of Rox (dilution 1∶500) used as passive reference dye. No template controls (NTC) were included for each PCR to detect external contamination. PCR reactions consisted in 10 min at 95°C, followed by 40 cycles of 15 s at 95°C, 15 s at 57°C and 20 s at 72°C using a Mx3000P QPCR Systems (Stratagene). A dissociation curve was included immediately after each PCR using a ramp of 65–95°C to confirm the absence of nonspecific amplifications and primer dimers. Primers were designed from the sequences of *M. persicae* contigs for seven target genes (GenBank identifiers EC387286, EE261252, EC387215, EE263862, EE262012, EC388935, EE263097) and one endogenous control gene (DW011095), using the package FastPCR (V 5.4.30) and AmplifX (V 1.3.7), and checked in NCBI/Primer-BLAST. Primer sequences, PCR efficiencies and microarray hybridization with up-regulation in the specific gene study are shown in Table S4.

The relative expression ratio of the target gene was computed by relative quantification using the comparative Ct method (Applied Biosystems User Bulletin No. 2 P/N 4303859, 1997) (Livak & Schmittgen, 2001), with the glyceraldehyde-3-phosphate dehydrogenase (GADPH) gene as normalizing endogenous control. Ratios were calculated from a mean normalized expression (MNE), a value that was obtained between biological replicates, as they show a same trend in all cases; MNE value of aphids sprayed with water was used as calibrator. Several studies have validated the use of GAPDH as a reference gene for normalization [115]–[117], and it is one of *M. persicae* most stable endogenous genes in response to insecticides (FC range 0.94 – 0.99, on the microarray presented in this study). In addition, the algorithm NormFinder [118] was used to identify the most stable reference genes among: *GADPH* (DW011095), *cyclophilin-10-like* (EC388830), *ribosomal protein LP0* (DW011949) and *ribosomal protein L7* (DW361765). 

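The reference contig 1056 (GAPDH) had a log2 ratio of 0.03 ± 0.14 in S (SD, n = 3), 0.02 ± 0.12 in SR (SD, n = 2) and 0.09 ± 0.01 in MR (SD, n = 2). As insecticide over control, this is 1.02-fold, 1.02-fold and 1.06-fold, and as control over insecticide 0.98, 0.984 and 0.942. The ratio stayed positive in all 3 genotypes under the scalings tried, between 0.03 and 0.06 in S, 0.00 and 0.06 in SR and 0.06 and 0.09 in MR, and it changed sign in S and SR when single replicates were left out.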

NormFinder identified GADPH as the most stable expressed gene when all samples were grouped together (stability value of 0.009), as well as when samples were classed into treatments (stability value of 0.016). For each relative expression ratio, we performed a *t-test* between the average and 1, which was used as a reference value for no change in relative expression. The log_2_ of relative expression ratio was calculated to ease the graphical representation.

## Supporting Information

Table S1 **The full list of up-regulated genes, with the log_2_ fold-change values and descriptions based on the closest BLAST hits.**
(XLSX) Click here for additional data file.

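Table S1 gives, for each genotype, the contigs the authors called up-regulated with 1 log2 fold-change value per contig and the description of the best BLAST hit. The values computed here were set against it. Over the 183 contigs for S, the correlation with the table was 0.99 and the median absolute difference 0.01 on the log2 scale, with a largest difference of 0.41. For the 17 contigs of SR, the correlation was 0.99 and the largest difference 0.05, and for the 7 contigs of MR 1.00 and 0.66. The table's value was under 1 for 2 contigs of SR and 1 of MR. Contigs are a selection by size, so these correlations describe how close the values are and not how well the arrays measured them.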

Table S2 **Gene expression results for microarray and RT-qPCR methodologies.**
(XLSX) Click here for additional data file.

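Table S2 pairs 7 genes in 3 genotypes with 1 RT-qPCR value each on RNA of new replicates, and 3 of these genes with a further value on the RNA used for the arrays. With the table's own microarray values in place of those computed here, Spearman's rho over the 30 pairs was 0.67 and over the 21 pairs on new RNA it was 0.62.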

Table S3 **Primers and probes used for insecticide resistance characterization.**
(XLSX) Click here for additional data file.

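Table S4 pairs each RT-qPCR gene with its microarray probe and a fold change. For contig 6029, the fold computed here was 5.60 in S and 2.55 in SR.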

Table S4 **Probe name, gene description, primers sequences, PCR efficiency and microarray hybridization with up-regulation for genes study by RT-qPCR.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

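The study compared the response of 3 genotypes of the aphid Myzus persicae (S, SR and MR) to pirimicarb on 8 two-colour Agilent arrays, which were on 1 slide and scanned in 1 scan. Each array held RNA of insecticide-treated and of water-treated aphids of 1 genotype. The replicates used were 3 for S, 2 for SR and 2 for MR, 7 in all. The paper gives 3 biological replicates for MR. The description of 1 MR array calls it a technical replicate of replicate A, its title pairs insecticide-treated RNA of replicate A with water-treated RNA of another letter, and the legend of Fig. 1 speaks of biological and technical replication. This array was averaged with the other array of replicate A, and both other readings were tried. One label of S replicate A gives its genotype as SR, whereas its title and description give S. The paper's numbers of 3 S and 2 SR hybridizations settled it as S.

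For each array, the authors deposited the scanner software's output, in which the median signal and the local median background of every spot are intensities on a linear scale, before any normalization. The same deposited files hold processed signals, which the software had background-subtracted and dye-normalized, and their log10 ratio of Cy5 over Cy3, which was not used. The authors also deposited a table per genotype made with limma, which holds the log2 fold-change, the mean log2 intensity, the moderated t statistic (a score), the p-value and the adjusted p-value of each feature. In the authors' deposited tables the log2 fold-change and the t statistic had opposite signs in all 15744 features. The direction of the fold-change matched the dyes given in the sample labels, and the t statistic was not used. The design assumed mean signals, but the files' spot signal is the median of the pixels, so medians were used throughout. The number of per-sample columns of other samples was 0.

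Background was corrected with normexp at an offset of 50 on all spots, which the paper's text does not name. Each array was then normalized by loess as in the paper, with control spots at weight 0, and spots the software marked as outliers were left out. Saturated spots numbered 0. Log2 ratios were turned to insecticide over water from the dyes in the labels. Spots of a probe were averaged, then the arrays of MR replicate A. One linear model per genotype was fitted with lmFit and eBayes in limma 3.58.1 under R 4.3.3, with Benjamini-Hochberg adjustment over 14628 probes. Differences between genotypes were tested in one fit of all 7 replicates. A contig counted when at least 1 probe passed a log2 ratio of 1 in size and an unadjusted P of 0.05, and its log2 ratio was the mean of its probes. Lower bounds of fold changes were computed on each channel after loess and Aquantile normalization. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

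Contigs were named by a fixed rule. It took those named in the paper's text, Tables 2 to 4, Table S2 and Table S4 and those of the gene lists, and in each genotype the 3 largest increases and the 3 largest decreases among contigs past both thresholds and changed the same way on every array. The paper's tables had been read before this rule was written. Descriptions come from Table S1 and Table S4, which take them from best BLAST hits. The gene lists were the S list of Table S1 (183 contigs), its energy metabolism contigs (36), its detoxification contigs (22) and the families the paper discusses. The first 3 lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Array values and the paper's RT-qPCR values were correlated with permutation tests, exact for fewer than 10 pairs and of 1e+05 permutations otherwise.

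The signal over background and the number of arrays limit the precision. On simulated data for 14628 probes, 200 of them changed by a log2 ratio of 2 in size, the fit for S recovered 96% past both thresholds with the right sign, that for SR 95.5% and that for MR 91.5%. Unchanged probes past the thresholds numbered 93 in S, 261 in SR and 685 in MR. The real MR fit had only 2 up-regulated and 91 down-regulated probes past them, so the simulated MR replicates did not vary like the real ones. After adjustment, the fit for S also called 12 unchanged probes.

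The alternatives tried were other background corrections and normalizations, the software's processed signals, the authors' deposited tables, filters on dim and outlier spots, averaged probes, other fits, other treatments of the MR arrays and leaving out each replicate. The gene ontology enrichments and the RT-qPCR time courses were not analysed here. The reference gene table used for names, of the assembly MPER_G0061.0, matched 0 of the 10489 contigs, so no coordinates are given.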

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

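The weighings of technical explanations below, and the contrasts of gene lists between genotypes, were chosen after the results were seen, whereas the contrasts of single contigs between genotypes were planned.

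The median of several groups of contigs was below 0 in both MR replicates and above 0 in every replicate of another genotype, although not every contig of a group moved that way. Group differences are those of the group's median in each replicate, averaged over the replicates of a genotype. For the 8 peptidase contigs of the S list this value was 3.54 higher in S than in MR and 3.20 higher in SR than in MR (log2). For the 3 cathepsin B contigs of Table 3 these differences were 3.13 and 3.16. For the 3 densovirus contigs (contigs ID 3427, 3320 and 3321), S was 3.54 above MR. For the 2 glutathione S-transferase contigs, the measured ratios of S were 1.86 and those of SR 1.71 above MR, but contig 4744 was not well above background in water-treated aphids of S and SR, so no size is read from them. For the 11 cytochrome P450 contigs of S the differences were 1.42 and 0.35, with 4 contigs above 0 in MR replicate A and 5 in replicate B. For single contigs, contig 256 was 4.86 higher in S and 4.59 higher in SR than in MR, contig 255 was 3.96 and 4.40 higher, and contig 1196 was 1.62 and 1.59 higher. The measured ratios of contig 8298 differed by 1.96 and 1.06, but it was not well above background in water-treated S or insecticide-treated MR aphids on any array, so no size is read from them. The measured ratios of contig 10034 differed by 4.32 between SR and MR. It was not well above background in insecticide-treated MR aphids on most arrays, so no size is read from them. None of these single contigs had an adjusted p under 0.05 in the limma contrasts, in which 570 probes (S against MR) and 240 probes (SR against MR) had an unadjusted P under 0.05. The differences of the P450, glutathione S-transferase and Table 3 cathepsin B groups were not tested. For the densovirus contigs, the difference between S and MR had an adjusted p of 0.0404 with an estimated correlation and 0.0283 with fry, and between SR and MR the adjusted p values of the peptidase list were 0.0546 and 0.0989. Most of these groups were chosen by the paper as up-regulated on the same S arrays, which favours a difference between S and MR.

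For the cathepsin B contigs 256, 254, 3002, 3004 and 6594, the median log2 ratio was 1.14, 1.56 and 0.44 in S (A, B and C), 1.03 and 0.63 in SR, and -3.51 and -2.20 in MR (A and B). A dye effect shared by all arrays is argued against by the fall in MR replicate B (median -2.20), whose dye orientation was opposite to that of replicate A. Probes that bind each other's transcripts stay open. The smallest correlation between any pair of the 5 contigs over the 7 replicates was 0.976, which probes of similar genes could give and shared regulation could give as well. MR alone carries the MACE mutation, and a biological difference between genotypes stays open. For contig 256, the paper's RT-qPCR values on RNA of new replicates are 2.10 in S, 0.96 in SR and -0.36 in MR. They are positive in S and SR and negative in MR as on the arrays, with a far smaller fall in MR. The new replicates were sampled at other times after spraying and with fewer aphids per extract, so the sizes are not directly comparable. The other 4 contigs were not measured by RT-qPCR. With MR replicate A turned, contig 256 was at 1.20 and the fall in MR was lost. This follows from turning a replicate of a contig that fell in both, so it is no evidence for or against the label. The pattern holds only in the labelled direction of both MR replicates.

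The largest decreases in MR among contigs past both thresholds were in contigs the paper does not discuss. Contig 10034 was at -3.64 ± 0.19 (SD, n = 2) and contig 255 at -3.56 ± 0.32, while S and SR were above 0 on average, with 0.18 and 0.67 for contig 10034 and 0.40 and 0.84 for contig 255. Contig 10034 was well above background in the insecticide-treated channel on 1 of the 3 MR arrays, so no size is read from its ratio in MR. In one fit of all genotypes, which shares the spread between them, both had an adjusted p of 0.0225 in limma. Turning MR replicate A moved contig 255 to 0.23, and turning MR replicate B moved contig 10034 to 0.13. Turning a replicate of a contig that fell in both must shrink or reverse its mean, so these values do not test the label. No technical explanation was tested for these 2 contigs apart from those weighed for the MR replicates as a whole.

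The spike-in RNAs differed between channels on part of the arrays. The median log2 Cy5/Cy3 ratio of the 10 spike-in probes was 6.62 on the first array of MR replicate A and 5.81 on the array of SR replicate A, whereas it was between -1.77 and 1.20 on the arrays of the other replicates. The paper states that the kit was used as recommended in S only. No explanation beyond this statement was tested, and the design gives no biological one, since spike-in RNAs are added to the samples.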

How the results depend on the processing

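The alternatives that turn an MR replicate, that keep control spots, and that combine no background correction, control spots kept and 3 MR arrays were chosen after seeing the data. The other alternatives were fixed in advance. A value that is not past a threshold has no called direction, and a list's median is compared by its side of the test. Where a value changed, the cause was not tested unless the construction of the alternative shows it.

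For 19 summary values (counts, lists, contrasts and the RT-qPCR correlation), 284 comparisons with an alternative stayed the same, 62 moved, 10 fell below the test's threshold and 6 reversed. For 32 single contig values, 430 comparisons stayed on their side of the thresholds in the same direction, 78 no longer passed, 3 newly passed and 5 reversed. With scale normalization between arrays and with outlier spots kept, all 32 stayed. With no background correction 31 stayed, with the software's processed signals 29, with plain subtraction 28, with control spots kept 28, with median centring, with one fit of all genotypes and with the authors' deposited tables 27 each, and with a dye term and with a replicate block 25 each. With only probes well above background, 23 stayed and 1 did not. Across the processing alternatives fixed in advance, the RT-qPCR correlation over all 30 pairs was between 0.65 (dye term) and 0.72 (3 MR arrays). Without single replicates it was between 0.58 and 0.70. With the pairs on new RNA only it was 0.61, and with those on the RNA used for the arrays only it was 0.82. Without background correction, 196 of the 198 up-regulated contigs in S were shared.

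With the software's processed signals, MR had 8 contigs at an adjusted p under 0.05, S had 110 and SR 72 down-regulated contigs, and SR had 43 and MR 4 up-regulated contigs. With plain background subtraction, S and SR had 67 down-regulated contigs each, SR had 43 up-regulated contigs and MR 11. With median centring, S had 9 and SR 40 down-regulated contigs and MR 1 up-regulated contig, and with no background correction MR also had 1. With scale normalization between arrays, SR had 68 up-regulated and 466 down-regulated contigs. The software's processed signals moved the up-regulated share in SR from 13.2% to 37.4%. With only probes well above background, MR had 1 contig at an adjusted p under 0.05, 36 down-regulated and 4 up-regulated contigs, and S had 11 down-regulated contigs. With control spots kept, SR had 73 down-regulated contigs and MR 0 up-regulated contigs.

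One fit of all genotypes gave 2 contigs at an adjusted p under 0.05 in MR and 198 down-regulated contigs in SR. A dye term gave 199 down-regulated contigs in SR and 4 up-regulated in MR. With an intensity trend and robust eBayes, MR had 35 contigs at an adjusted p under 0.05 and 12 up-regulated contigs, SR 66 down-regulated contigs, and 3 contigs differed between S and MR. With the 3 MR arrays as separate replicates, MR had 7 up-regulated contigs, 35 contigs differed between S and MR and 2 between SR and MR. With the second array of MR replicate A left out, MR had 4 up-regulated contigs. The authors' deposited tables gave 27 down-regulated contigs in SR and 6 up-regulated in MR. With no background correction, control spots kept and 3 MR arrays, the counts were 27 and 6 again, and 18 contigs differed between S and MR and 2 between SR and MR.

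With the replicate letter as a block in one fit, SR had 259 down-regulated contigs and MR 4 up-regulated contigs. The differences between replicates A and B correlated at 0.51 between S and SR, -0.22 between S and MR and -0.02 between SR and MR over probes, so not every pair of genotypes deviated together. The letters also stand for the dye orientation, and the paper states that the treatment was repeated in parallel for the genotypes without saying which letter belongs to which run.

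Camera with an estimated correlation did not call the lists, in SR with medians of 0.41 for the energy metabolism list, 0.28 for the detoxification list and 0.26 for the whole S list of Table S1. In MR the medians were -0.15, -0.14 and -0.18. Adjusted p values were 0.348 in SR and 0.459 in MR. As SR and MR have 1 residual degree of freedom each, this test could hardly pass there and says nothing about stability. With fry, the tests of the 3 lists in MR (medians of -0.15, -0.14 and -0.18) and of the energy metabolism list in SR (0.41) did not pass. With contigs not well above background at their bounds, the median of the detoxification list was 1.17 in S and -0.095 in MR.

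Turning MR replicate A reversed the lists in MR, to 1.03 for the energy metabolism list, 0.77 for the detoxification list and 0.79 for the whole S list of Table S1. It gave 351 up-regulated and 397 down-regulated contigs in MR and 197 at an adjusted p under 0.05, and it reversed contigs 255 (0.23), 256 (1.20) and 6351 (-1.98). Turning MR replicate B gave 397 up-regulated and 351 down-regulated contigs and also 197 at an adjusted p under 0.05, reversed contigs 10034 (0.13) and 5819 (-1.60), and gave 2062 contigs that differed between S and MR.

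Leaving out a replicate gave these ranges, lowest to highest, where a lone replicate is assumed to vary like the other genotypes. The contigs at an adjusted p under 0.05 in S were 0 to 33, with 33 without S replicate A. Contigs that differed between S and MR were 0 to 2, with 2 without MR replicate A. Up-regulated contigs were 152 to 377 in S (377 without replicate B), 10 to 91 in SR (10 without A, 91 without B) and 113 to 344 in MR (113 without A, 344 without B). Down-regulated contigs were 27 to 46 in S (27 without A, 42 without B, 46 without C), 10 to 785 in SR (10 without A, 785 without B) and 349 to 707 in MR (349 without A, 707 without B). In MR, the S list of Table S1 ranged from -1.00 to 0.55, the energy metabolism list from -1.17 to 0.86 and the detoxification list from -1.28 to 0.41, and all 3 were positive without replicate A. Few contigs were shared with the full set in SR, 1 of 18 up-regulated contigs without replicate A and 5 without replicate B.

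Slide and scan as a block were not run, since all 8 arrays were on 1 slide and in 1 scan. Signal over background was lowest in Cy5, at 29.1 for SR replicate A. Probes not well above background limit the fold changes that can be given.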

Differences from the paper's values

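For up-regulated contigs in MR, the paper's count is 7 and the count here was 2. Of the alternatives set before the data were examined, the paper's count was reached with the 3 MR arrays as separate replicates (7) and approached with the authors' deposited tables (6). It was not with the software's processed signals (4), median centring (1), no background correction (1), plain subtraction (11), scale normalization (3), one fit of all genotypes (3), a dye term (4), a replicate block (4), only probes well above background (4), outlier spots kept (2), probes averaged (2), the second array left out (4) or an intensity trend with robust eBayes (12), nor without MR replicate A (113) or B (344). No background correction with control spots kept and 3 MR arrays, chosen after seeing the values, gave 6 and dropped 1 of the 7 contigs of Table S1.

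For down-regulated contigs in SR, the paper's count is 28 and the count here was 118. Of the alternatives set before the data were examined, those within 1.5 times the paper's count were the authors' deposited tables (27) and median centring (40). Those that were not were the processed signals (72), no background correction (106), plain subtraction (67), scale normalization (466), one fit of all genotypes (198), a dye term (199), a replicate block (259), only probes well above background (133), outlier spots kept (120), probes averaged (113), an intensity trend with robust eBayes (66) and leaving out SR replicate A (10) or B (785). No background correction with control spots kept, chosen after seeing the values, gave 27 and dropped 2 of the 17 up-regulated contigs that Table S1 lists for SR. Control spots kept alone, chosen in the same way, gave 73.

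For contig 6029 in MR, the paper's log2 value is 0.05 and the value here was -0.13. The 3 MR arrays as separate replicates (0.05), the authors' deposited table (0.05) and leaving out MR replicate B (0.42) were within the replicate error of the paper's value with its sign, and the other alternatives set before the data were examined were not. For contig 1196 in S, the paper's value is 1.13 and the mean of the probes here was 0.73, with 0.34 and 1.11 for the single probes. Plain subtraction (0.88), the processed signals (0.92), median centring (0.80), scale normalization (0.83), a dye term (0.81) and leaving out S replicate A (0.88) were within the replicate error of the paper's value, and the others were not. For contig 3546 in S, the paper's value is 1.09 and the mean here was 0.85, with 0.60 and 1.09 for the single probes. Scale normalization (0.97), a dye term (1.04) and leaving out S replicate A (0.95) were within it, and the others were not.

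In Table S4, the paper's fold change of contig 6029 in S is 2.44, and the fold here was 5.60, which is 2.48 on the log2 scale. For the same contig in SR the paper's value of 2.57 lies on the fold scale, beside 2.55 here. Read as a log2 value, the paper's 2.44 in S lies next to the 2.48 here. Read as a fold, the difference in S was not closed by any alternative set before the data were examined. For GAPDH, the paper's folds in Table S4 are 0.97 in S, 0.98 in SR and 0.94 in MR, which match the values here only as control over insecticide (0.98, 0.984 and 0.942), and not as insecticide over control (1.02, 1.02 and 1.06).

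The paper states that the number of down-regulated genes was inverse to that of up-regulated genes over the genotypes. The down-regulated counts here were 17 in S, 118 in SR and 61 in MR, beside up-regulated counts of 198, 18 and 2, so SR was above MR. The order of the paper was found with the authors' deposited tables (17, 27 and 77) and with median centring (9, 40 and 55). Without MR replicate A or B, MR is fitted on a lone replicate with a spread taken from the other genotypes. Its count there is not comparable with those of S and SR, and no order is read from it. The paper's order was also found with no background correction, control spots kept and 3 MR arrays (17, 27 and 77), a combination chosen after seeing the values. It was found as well with MR replicate A or B turned (397 or 351 in MR), chosen in the same way.

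The paper names contigs 3299 and 5268 as up-regulated in SR. They were at 0.21 and 0.16 here and did not pass under any setting tried, whereas both passed in S, with 1.04 and 1.22, and of the cathepsin B contigs in Table 3, contigs 256 and 3002 passed in SR. The contigs of Table S1 that did not pass here were 4 of 183 in S, 1 of 17 in SR and 6 of 7 in MR. Those of MR were contigs 1180, 2227, 6605, 6961, 774 and 7923, all of which passed with the 3 MR arrays as separate replicates. All but contig 6605 also passed in the authors' deposited table and with no background correction, control spots kept and 3 MR arrays, which was chosen after seeing the values. The one of SR was the cathepsin B contig 6891, which was at 0.97 here. It passed with no background correction, plain subtraction, scale normalization or without SR replicate B. Those of S were contigs 15, 2404 and 5258, at 0.93, 0.92 and 0.98, and contig 6957, which was not well above background in water-treated aphids. The P450 contig 6957 passed with no background correction, plain subtraction, the processed signals, scale normalization, without S replicate A and in the authors' deposited table. Contig 2404 passed with plain subtraction, the processed signals, median centring, scale normalization, a dye term, without S replicate C and in the authors' deposited table, and contig 5258 with plain subtraction, the processed signals, median centring, without S replicate B or C and in the authors' deposited table. The combination chosen after seeing the values called contigs 2404, 5258 and 6957 and dropped 1 of the 183 contigs of Table S1. Contig 15 passed without S replicate B or C only. The paper gives 3 biological replicates for MR, and 2 were counted here.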

Other observations

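All tests of explanations in this part were chosen after the results were seen.

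The replicates of MR moved in opposite directions over the array as a whole, with a correlation of -0.551 between the first array of replicate A and replicate B over 14628 probes. Random noise of the hybridizations would give a value near 0, and is argued against by this value and by the correlation of 0.98 between both arrays of replicate A. A dye effect shared by all arrays would make arrays of the same orientation correlate positively. MR replicate A correlated at -0.467 with S replicate A, at -0.01 with S replicate C and at -0.14 with SR replicate A, all of the same orientation, but MR replicate B correlated at 0.32 with S replicate B and at 0.26 with SR replicate B. These values go both ways, and a dye effect stays open. Probes near background are argued against, since the correlation was -0.591 over probes well above background. A swapped dye or treatment label of 1 MR replicate stays open. MR replicate B correlated positively with S replicates A and B (0.35 and 0.32), and MR replicate A negatively with both (-0.47 and -0.46), which is consistent with a turned label of replicate A. SR replicate B went the same way, with 0.26 for MR replicate B and -0.23 for MR replicate A. SR replicate A did so weakly by Pearson's r, with 0.07 and -0.14, but not by Spearman's rho, with -0.03 and -0.05. S replicate C was near 0 with both, at -0.05 and -0.01 by Pearson's r, and at 0.09 and -0.13 by Spearman's rho. As labelled, 47 contigs were more than 2-fold down in both MR replicates and 0 were up in both, where 36.4 and 9.52 would be if the replicates were independent, so these counts do not settle it. The 5 cathepsin B contigs are among those that fell in both, but they moved as one. A difference in the state of the aphids between replicates stays open too and was not tested. As a consequence, the few contigs past the thresholds in MR may follow from opposite replicates rather than from a small response of each. With MR replicate A turned, 197 contigs had an adjusted p under 0.05 in limma, a count that has no meaning unless that label is wrong.

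Contig 6351, described as a yellow protein, had a log2 Cy5/Cy3 ratio of 5.71 in SR replicate A and 4.54 in MR replicate A, the replicates in which the spike-in RNAs were far higher in Cy5. Over the 7 replicates, its Cy5/Cy3 ratio and the median spike-in ratio had a Pearson's r of 0.916, and its slope on the spike-in ratio ranked 1 among 14533 probes. A candidate explanation is that the probe binds a spike-in RNA. This correlation does not decide it, since the contig was chosen after its values were seen and 2 replicates carry the relation. A dye effect shared by all arrays is argued against by the other 5 replicates, in which the ratio was at most 0.97 (S replicate C). Contig 6904 ranked 3 and had ratios of 5.03 in SR replicate A and 3.94 in MR replicate A, and was also chosen after its values were seen. A biological change of contig 6351 in these replicates was not tested apart from the arrays.

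The array of SR replicate A had an SD of log2 ratios of 0.75 against 0.28 for SR replicate B. Noise of single spots is argued against, since both probes of a contig correlated at 0.951 on the array of replicate A over 4139 contigs. A dye effect shared by all arrays stays open. Of the arrays of the same orientation, SR replicate A correlated at 0.394 with S replicate A, at -0.259 with S replicate C and at -0.14 with MR replicate A. A difference between the RNA extracts of the replicates, biological or from handling, stays open and was not tested.

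With 3 replicates in S, the signs of the log2 ratios can be assigned in 4 ways that differ by more than a mirror. With no replicate turned, 215 contigs passed both thresholds, against 77 with replicate B turned, 8 with replicate C turned and 61 with both turned. The labelled assignment was thus the 1 of 4 with the most contigs, but a design of this size leaves chance as an explanation that cannot be excluded.

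The genotype of S replicate A is given as SR in 1 of its labels. Its correlation was 0.394 with SR replicate A and 0.24 with SR replicate B, and 0.29 and 0.30 with S replicates B and C. Whether the array held an S or an SR sample cannot be told apart from these values, since this replicate was about as close to the arrays of one genotype as to those of the other. Without this replicate, 152 contigs were up-regulated in S, of which 84 were among the 198.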
